# Derivation of embryonic stem cells from cloned blastocysts using improved somatic cell nuclear transfer in common marmosets

**DOI:** 10.1016/j.stemcr.2025.102710

**Published:** 2025-11-13

**Authors:** Shogo Matoba, Yoko Kurotaki, Satoshi Funaya, Yuko Yamada, Narumi Ogonuki, Haruka Shinohara, Masafumi Yamamoto, Nao Yoneda, Takaya Homma, Yuichiro Higuchi, Erika Sasaki, Atsuo Ogura

**Keywords:** embryonic stem cells, common marmoset, somatic cell nuclear transfer, *Kdm4d*, G9a inhibitor, reprogramming

## Abstract

The common marmoset (*Callithrix jacchus*) is a genetically modifiable non-human primate increasingly used in biomedical research. Here, we established a method for deriving embryonic stem cells (ESCs) from blastocysts generated by somatic cell nuclear transfer (SCNT) in the marmoset. Injection of histone demethylase *Kdm4d* mRNA enabled efficient reprogramming of somatic nuclei, allowing blastocyst formation in 14.5% from fibroblasts. Combining this method with a G9a/EHMT2 histone methyltransferase inhibitor improved blastocyst quality and allowed derivation of nuclear transfer ESCs (ntESCs), including wild-type and GFP-transgenic lines. These ntESCs exhibited normal karyotypes and pluripotency. Nuclear and mitochondrial DNA analyses confirmed their nuclear donor origin and cytoplasmic inheritance from recipient oocytes. Transcriptome analysis identified abnormally expressed genes in ntESCs present in a line-dependent and independent manner, suggesting partial reprogramming resistance. Our study establishes a marmoset SCNT method enabling derivation of ntESCs and provides a new platform for preserving and engineering marmoset genetic resources.

## Highlights

• First derivation of ntESCs from cloned marmoset embryos with epigenetic treatment
• Triple treatment with TSA, *Kdm4d*, and G9a inhibitor improves blastocyst development
• Established ntESCs exhibit pluripotency, germ layer differentiation, and genomic integrity
• Transcriptome analysis reveals partial reprogramming defects in translation-associated genes

## Introduction

The common marmoset (*Callithrix jacchus*) has become an increasingly important non-human primate model in biomedical research because of its small body size, rapid reproductive cycle, and expanding tractability to genetic manipulation (Inoue et al., 2023; Kurotaki and Sasaki, 2017; Mansfield, 2003). Unlike macaques, marmosets often produce multiple neonates in the litter and reach sexual maturity quickly, making them well suited for transgenerational studies and disease modeling. Transgenic and genome-edited marmosets have been produced using approaches such as lentivirus vector-based transgenesis (Heide et al., 2020; Sasaki et al., 2009) or genome editing in zygotes or early embryos (Abe et al., 2021; Sato et al., 2016, 2024). These approaches have generated novel genetic models suitable for neuroscience studies (Sato and Sasaki, 2018) and those on evolution (Heide et al., 2020). Even so, the overall efficiency of generating and propagating genetically modified lines remains low, and robust technologies for preserving or expanding specific genotypes, and particularly from valuable or difficult-breed founders, are still underdeveloped in this species.

Somatic cell nuclear transfer (SCNT) is a powerful technique that allows the reprogramming of a somatic nucleus into a totipotent state by transferring it into an enucleated oocyte (Matoba and Zhang, 2018). SCNT has been successfully applied to generate cloned animals in a wide variety of mammalian species, including mice, cows, pigs, and cynomolgus monkeys (Liu et al., 2018; Matoba and Zhang, 2018; Ogura et al., 2021). In the common marmoset, however, reconstructed SCNT embryos have shown poor developmental competence, with most embryos arresting development before the morula stage and no reports of blastocyst formation or viable offspring to date (Sotomaru et al., 2009). Work in mice and other species has established that persistent epigenetic barriers—most notably donor cell-derived repressive histone mark H3K9me3, DNA methylation, and loss of H3K27me3-mediated imprinting—impede zygotic genome activation (ZGA) and downstream development in SCNT embryos (Liu et al., 2016; Matoba et al., 2014; Xu et al., 2023).

Several epigenetic interventions partially overcome these barriers. Expression of the H3K9me3 demethylase *Kdm4d* markedly improves the development of mouse, monkey, and human SCNT embryos (Chung et al., 2015; Liu et al., 2018, 2019; Matoba et al., 2014), while histone deacetylase inhibitors such as trichostatin A (TSA) or scriptaid enhance transcriptional reactivation and survival after nuclear transfer (Kishigami et al., 2006; Van Thuan et al., 2009). Use of other compounds, such as latrunculin A, which inhibits actin polymerization (Himaki et al., 2010; Terashita et al., 2012), and vitamin C, known to promote DNA demethylation (Blaschke et al., 2013), has also been reported to improve the embryonic development of SCNT embryos in various mammalian models (Fang et al., 2022; Miyamoto et al., 2017). More recently, our group also demonstrated that inhibition of the histone methyltransferase G9a/EHMT2 can further facilitate transcriptional reactivation in mouse SCNT embryos, primarily through reduction of the repressive H3K9me3 mark (Matoba et al., 2024). Whether these epigenetic barriers are conserved in the marmoset and whether overcoming them would similarly improve SCNT embryo development in this species remains unclear.

Here, we applied a combined epigenetic enhancement strategy—TSA exposure, *Kdm4d* mRNA injection, and G9a inhibition—to improve nuclear reprogramming after SCNT in the common marmoset. Using this approach, we obtained blastocysts at reproducible frequencies from fibroblast donors and, importantly, established multiple stable nuclear transfer embryonic stem cell (ESC) (ntESC) lines including those from transgenic marmoset. We characterize these ntESCs at cytogenetic, molecular, and functional levels and compare them with fertilization-derived marmoset ESCs. Transcriptomic analyses further uncover subsets of developmentally regulated and ribosome-associated genes that are aberrantly expressed in ntESCs, providing insights into residual reprogramming defects and directions for further optimization of SCNT in primates.

## Results

### Establishment of basic SCNT procedures in marmosets

We first established basic procedures of SCNT in marmosets based on the protocol reported in a previous paper (Sotomaru et al., 2009). Oocytes at the germinal vesicle stage were collected from ovaries of adult female marmosets following hormonal stimulation (Kurotaki and Sasaki, 2017) and underwent *in vitro* maturation to obtain matured metaphase II (MII) oocytes (Figure 1A). Chromosomes were removed from MII oocytes using micromanipulation in the presence of cytochalasin B (Figure 1B). DNA staining of the enucleated spindle within a small cytoplasm confirmed the effective enucleation (Figure 1C). We used adult fibroblasts derived from CAG-EGFP transgenic marmosets (here after referred to as GFP; Sasaki et al., 2009), as donor cells allowing for easy tracing of nuclear origin. These fibroblasts were cultured to confluency to enrich for cells in the G1/G0 phase and then fused with enucleated oocytes using inactivated hemagglutinating virus of Japan envelope (HVJ-E). The reconstructed oocytes were activated by ionomycin followed by 6-dimethylaminopurine (6-DMAP) treatment and cultured in a sequential embryo culture system (Figure 1A).

**Figure 1:**
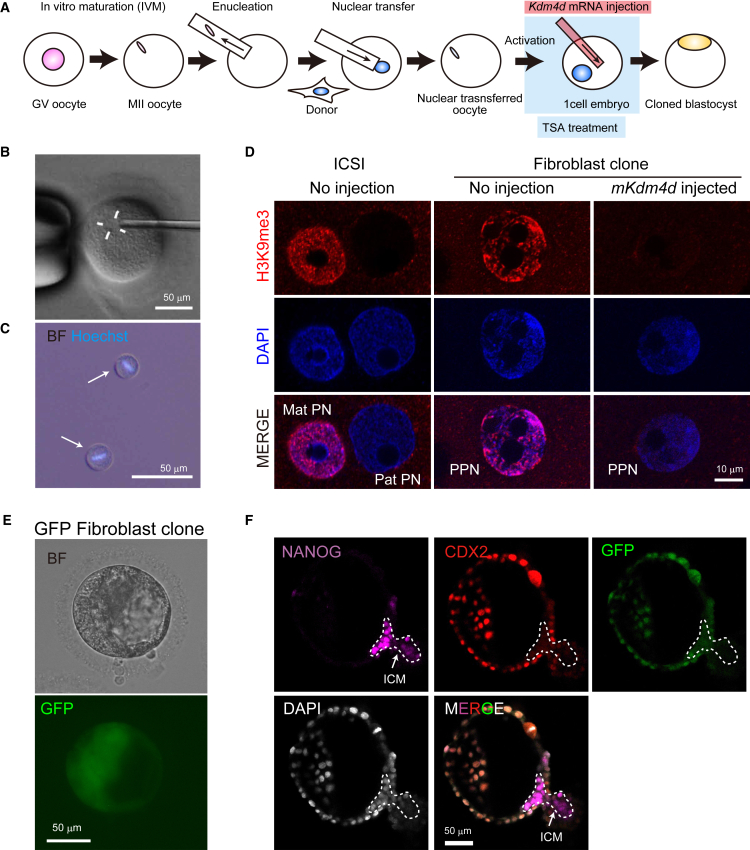
Establishment of basic procedures of SCNT in marmosets (A) Schematic overview of the SCNT procedure. Germinal vesicle-stage oocytes were matured *in vitro*, enucleated, and fused or injected with donor somatic cells. Reconstructed oocytes were activated to initiate development. The activated SCNT embryos were treated with TSA for 8 h and injected with mouse *Kdm4d* mRNA at the 1-cell stage. (B) Enucleation step of marmoset MII oocyte. The metaphase spindle is marked by white lines. Scale bar, 50 μm. (C) The enucleated karyoplasm with spindle visualized by Hoechst 33342. White arrows indicate the karyoplasm containing spindle. Scale bar, 50 μm. (D) Immunofluorescence images of the 1-cell stage ICSI- or SCNT-generated (clone) embryos stained with H3K9me3 antibody. Embryos were stained 10 h after activation (5 h after *Kdm4d* mRNA injection). Note that H3K9me3 was completely depleted upon mouse *Kdm4d* mRNA injection. Mat PN, maternal pronucleus; Pat PN, paternal pronucleus; PPN, pseudo-promnucleus. Scale bar, 10 μm. (E) Morphology of the SCNT-generated blastocyst derived from donor fibroblasts of GFP-transgenic marmosets. The GFP signal confirms nuclear donor origin. Scale bar, 50 μm. (F) Representative images of SCNT blastocysts stained with inner-cell-mass-specific marker, NANOG, and TE-specific marker, CDX2. Scale bar, 50 μm.

While intracytoplasmic sperm injection (ICSI) embryos developed into blastocysts at a rate of 35.4% in our institute (Takahashi et al., 2014), SCNT embryos derived from fibroblasts by the above method failed to progress beyond the 8-cell stage (Table 1). The SCNT embryos generated from cumulus cells of wild-type (WT) donor marmoset also arrested development before reaching the 8-cell stage (Table 1). This developmental arrest coincided with the timing of ZGA in marmosets (Boroviak et al., 2018), suggesting that insufficient reprogramming at this critical stage may underlie the failure of blastocyst formation, consistent with a previous report of marmosets (Sotomaru et al., 2009) and other species (Matoba and Zhang, 2018; Matoba et al., 2014). These results establish a baseline SCNT procedure in marmosets and highlight ZGA as a key bottleneck for developmental progression.

**Table 1:** Preimplantation development of marmoset SCNT embryos and derivation of ntESCs

Nuclear donor		Booster			No. of oocyte donors	Day 0	Day 1	Day 5–6		Day 7–10		ntESC establishment	
Genotype	Cell type	TSA	*Kdm4d*	G9ai		No. of reconstructed oocytes	No. of PN+	∼7 cell	∼8 cell	Blastocyst	Blastocyst rate (% per PN+)	No. of established ntESC lines	ntESC establishment rate (% per blast)
GFP	Fibroblast	+	–	–	2	6	6	2	0	0	0	–	–
		+	+	–	14	78	69	56	12	10	14.5	0	0.0
		+	–	+	4	13	13	11	2	0	0.0	0	0.0
		+	+	+	10	67	67	55	12	10	14.9	4	40.0
WT	Cumulus cell	+	–	–	12	34	30	13	0	0	0.0	–	–
		+	+	–	12	55	42	40	2	1	2.4	0	0.0
	Fibroblast	+	+	+	19	134	125	85	35	17	13.6	3	17.6

### *Kdm4d* expression facilitates blastocyst formation in SCNT embryos

To overcome the developmental block observed at the 8-cell stage, we tested whether mRNA encoding mouse *Kdm4d* could improve SCNT embryo development in marmosets. We injected *Kdm4d* mRNA into SCNT embryos at 5–6 h after activation, and examined H3K9me3 levels at 5 h after mRNA injection by immunostaining. In ICSI-generated embryos, H3K9me3 was specifically detected in the maternal pronucleus (PN) (Figure 1D), as reported previously (Ogonuki et al., 2018). Interestingly, in control SCNT embryos, H3K9me3 was strongly detected at the DAPI-dense regions preferentially localized near the nuclear membrane of pseudo-pronucleus (PPN), which is a PN-like structure formed in SCNT embryos at the 1-cell stage (Figure 1D). In contrast, mouse *Kdm4d* expression led to a global reduction of H3K9me3 signals in the PPN (Figure 1D), indicating effective demethylation of H3K9me3 by mouse KDM4D in the marmoset SCNT context.

Next, we assessed the developmental potential of the SCNT embryos. In the control, none of the embryos reached the blastocyst stage, as described above. In contrast, *Kdm4d* and TSA double-treated SCNT embryos developed to the blastocyst stage, at an efficiency of 14.5% per total PN stage embryos (Figure 1E; Table 1). Similar improvement was also observed using cumulus cells as donors, although the blastocyst rate (2.4%) was much lower than in fibroblasts (Table 1). Immunofluorescence staining of the resulting blastocysts revealed the presence of a NANOG-positive inner cell mass and CDX2-positive trophectoderm, confirming proper lineage segregation (Figure 1F). Furthermore, GFP fluorescence confirmed that the nuclear genome of these embryos originated from donor GFP-transgenic fibroblasts (Figures 1E and 1F). These results demonstrate that *Kdm4d* mRNA expression together with TSA treatment improves reprogramming and enables blastocyst formation from SCNT embryos in marmosets.

### G9a inhibition further improves blastocyst quality and enables ntESC derivation

Since *Kdm4d* mRNA injection together with TSA treatment enabled the formation of morphologically normal blastocysts, we attempted to derive ESCs. Although the SCNT blastocysts initiated outgrowth, the expanded cells started to degenerate within a few days and failed to form colonies after passage (Figure 2D). This result suggested that residual epigenetic defects remain in SCNT embryos. Our preliminary data on embryo transfer of these SCNT embryos consistently failed to produce any live neonates (43 embryos were transferred to 27 recipient females in total).

**Figure 2:**
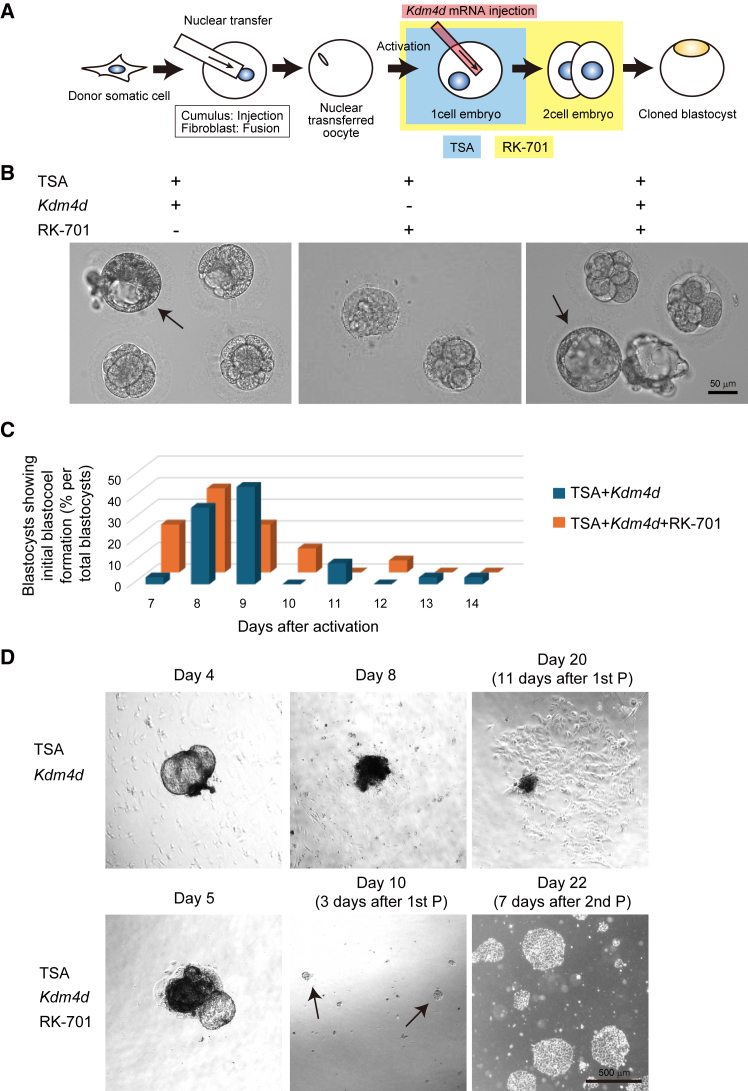
G9a inhibition improves the quality and yield of SCNT embryos (A) Experimental scheme showing combination treatment of *Kdm4d* mRNA, TSA, and G9a inhibitor (RK-701). (B) Representative morphology of SCNT blastocysts with or without G9a inhibitor treatment. Arrows indicate embryos that developed to the blastocyst stage. Scale bar, 50 μm. (C) Timing of initial blastocoel formation. (D) Timeline of ntESC colony outgrowth from SCNT blastocysts. Note that SCNT blastocysts treated with TSA and *Kdm4d* failed to form colony after passage. G9a inhibition enhanced the quality of SCNT blastocysts enabling ntESC derivation. 1st P and 2nd P represent first passage and second passage, respectively. Arrows indicate small colonies that appeared after passage. Scale bar, 500 μm.

We hypothesized that further epigenetic reprogramming might be necessary to improve embryo quality. Based on our recent findings in mice, we focused on a G9a/EHMT2 histone methyltransferase inhibitor (RK-701; G9ai) (Matoba et al., 2024), which reduces H3K9 methylation levels because of its highly specific inhibitory action on G9a (Nishigaya et al., 2023; Takase et al., 2023). We applied G9ai treatment to marmoset SCNT embryos in combination with *Kdm4d* mRNA and TSA treatment (Figure 2A). Although this combined triple treatment did not significantly improve the blastocyst formation rate of GFP-transgenic cloned embryos (14.9%; Table 1), the quality of the obtained blastocysts improved since the blastocoel formation speed, which is an indicator of developmental competency (Harada et al., 2020), was accelerated by this treatment (Figures 2B and 2C). When applied to WT fibroblast donors, the triple treatment protocol reproducibly yielded blastocysts at comparable efficiency (13.6%) to those from GFP-transgenic donors (Table 1).

We attempted to derive ntESCs from these blastocysts (Kishimoto et al., 2021). The SCNT blastocysts efficiently attached to the dish bottom and expanded (Figure 2D). We successfully derived 3 ntESC lines from WT fibroblast donors and 4 lines from GFP-transgenic donors (Tables 1 and S1). All ntESC lines maintained the flat colony morphology of primed ESC state (Figures 3A and 3B) and sustained proliferation over multiple passages (more than 17 passages over a period of two months) (Figure S1A). These lines included both male XY and female XX chromosomal donor origins (Figures 3C and 3D; Table S1). Karyotyping revealed normal chromosomal content in all 7 lines at passage (P) 6, with one exception of line #54 showing a translocation abnormality [t(7p;15q)] after 11 passages (Table S1). Together, these results demonstrate that G9a inhibition enhances SCNT embryo quality and enables the successful derivation of stable ntESC lines in the common marmoset.

**Figure 3:**
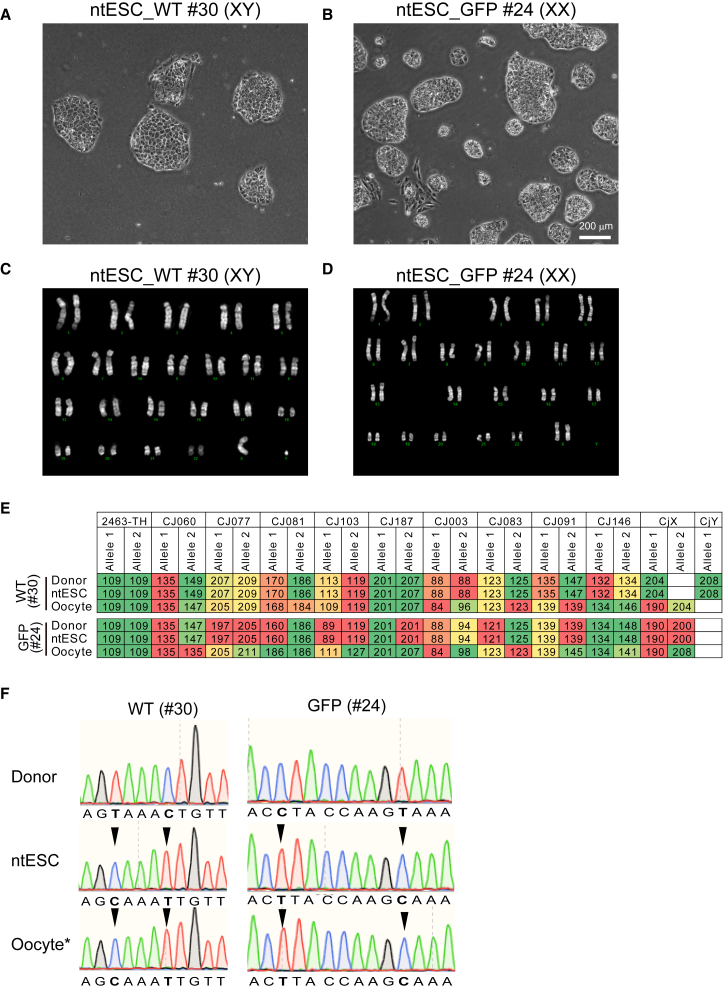
Derivation and genetic validation of ntESC lines (A and B) Morphology of ntESCs derived from (A) wild-type (#30, XY) and (B) GFP-transgenic (#24, XX) fibroblasts. Scale bar, 200 μm. (C and D) Karyotype of ntESCs derived from (C) wild-type (#30) and (D) GFP-transgenic (#24, XX) fibroblasts. (E) Microsatellite markers analyzed by PCR. Each number indicates the size (base pairs) of PCR product. Note that all microsatellite marker sizes of ntESCs are identical to those of donor cells but not with recipient oocytes. (F) Mitochondrial D-loop sequencing of donor cells, ntESCs, and recipient oocytes. Shown are two positions in the hypervariable D-loop with single-nucleotide polymorphism differences between donor cells and recipient oocytes. See also Table S1.

### Confirmation of nuclear and mitochondrial origins of ntESCs

To determine the nuclear genotype, we performed haplotype analysis by microsatellite markers. In ntESC WT line #30, the nuclear genotype of all 12 microsatellite markers matched that of the somatic donor fibroblasts but was distinct from the oocyte donor (Figure 3E). Similarly, all microsatellite markers of ntESC GFP line #24 matched donor somatic cells but not with oocytes (Figure 3E). These results confirmed successful replacement of the oocyte genome with the somatic donor nucleus. We also sequenced the mitochondrial D-loop region to assess cytoplasmic inheritance from recipient oocytes. The D-loop sequence of each ntESC line matched that of the recipient oocyte but was distinct from the somatic cell donor (Figure 3F), indicating cytoplasmic inheritance from the recipient oocyte. All seven ntESC lines analyzed showed consistent results, confirming that they truly were SCNT-derived ntESCs with somatic cell-derived nuclear genomes and oocyte-derived mitochondria. These findings confirm that the ntESC lines were authentically derived from SCNT embryos.

### Characterization of ntESCs: Pluripotency and differentiation potential

Next, we assessed the pluripotency of ntESC lines using immunofluorescence and transcriptomic analyses. Immunostaining revealed uniform expression of key pluripotency markers, including NANOG, POU5F1, and SOX2 (Figure 4A), comparable to fertilization-derived ESCs (Kishimoto et al., 2021). To further examine gene expression profiles, we performed RNA sequencing (RNA-seq) on ntESCs, donor fibroblasts, and fertilization-derived control ESCs (*in vitro*-fertilized [IVF] ESCs and naturally fertilized [NAT] ESCs). 

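The stem cell experiment comprised 12 libraries, 1 from each culture: 4 fertilization-derived control ESC lines (IVF #15 and #17, NAT #13 and #37), 3 ntESC lines from wild-type fibroblasts (ntESC WT #30, #53 and #61), 4 ntESC lines from GFP-transgenic fibroblasts (ntESC GFP #24, #50, #54 and #55) and 1 fibroblast culture of a wild-type donor. A replicate is therefore a cell line, and a single line has no error of its own. The control ESCs were at passages 7 to 21 and the ntESCs at passages 5 to 10. Poly(A) RNA libraries were read as 100-bp pairs, and the authors trimmed the reads with fastp, kept reads that STAR placed at 1 locus of calJac4 with at most 1 mismatch, and counted them per gene with featureCounts. They then converted the counts to TPM (transcript counts scaled to a fixed sum) with the genes of the sex chromosomes left out. The deposited table holds TPM for 22330 genes, of which 7150 carry only a LOC identifier, and each library sums to 1000000. TPM keeps no record of the number of reads, so the counting error behind a value is unknown. Reads shared by near-identical gene copies were dropped at the mapping step, which makes the values of ribosomal protein-like and other LOC genes uncertain. Groups were compared with limma on log2(TPM + 0.1) over 16118 genes with a mean of at least 0.5 TPM in the 11 stem cell libraries, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on that log2 scale and understate the change of genes near 0.1 TPM. The p-values measure the spread between lines within groups, estimated for each gene over all groups of a fit. Lines outside a comparison therefore also enter its p-values. The fibroblast library enters no test because it is single.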

Principal-component analysis (PCA) showed that ntESCs were transcriptionally distinct from donor fibroblasts and clustered closely with control ESCs (Figure 4B). 

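The donor fibroblast library lay far from every stem cell library, at 285 on the first principal component against −50.3 to 25.7 for the 11 control ESC and ntESC lines. The mean Euclidean distance of the 7 ntESC lines to the control ESC lines was 101 for GFP #24, 103 for GFP #50, 105 for WT #61, 110 for GFP #55, 130 for GFP #54, 140 for WT #53 and 150 for WT #30, where a control line lay on average 98.2 from the other controls. The distances of the same ntESC lines to the fibroblast library were 293 to 344. WT #30 and WT #53 stood apart from the other stem cell lines on the second component, at 101 and 75.7, and GFP #54 lay at −59.5 on the other side. Spearman correlations with the control lines were 0.935 for WT #30, 0.940 for WT #53, 0.950 for GFP #54 and 0.965 to 0.972 for the other ntESC lines, against 0.720 for the fibroblast. The components came from centred log2(TPM + 0.1) of 16371 genes and held 57.2%, 15.7% and 5.95% of the variance. These distances were not tested.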

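POU5F1, a core transcription factor of pluripotent cells, stood at 3447 ± 197 TPM (SD, n = 4) in control ESCs, 1904 ± 647 (n = 3) in ntESC WT and 2624 ± 524 (n = 4) in ntESC GFP. The log2 fold change was −0.92 (standard error 0.22, adjusted p = 0.122 from limma) for WT and −0.41 (standard error 0.21, adjusted p = 0.411) for GFP, so that neither group passed the test. NANOG, its partner in the pluripotency network, was at 657 ± 95.6 TPM in control ESCs, and at 131 in WT #30, 328 in WT #53 and 822 in WT #61, with a mean of 943 ± 340 in ntESC GFP. DCN, which encodes the matrix proteoglycan decorin, was at 16074 TPM in the donor fibroblasts. It was at 6.72 to 93.8 TPM in the control ESC lines, at 808 in WT #30, 454 in WT #53 and 3.22 in WT #61, and at 97.0 in GFP #50 against 0.833 to 2.34 in the other GFP lines (adjusted p = 0.607 for WT and 0.545 for GFP against control ESCs).
Of 27 measured pluripotency genes, 0 passed the test of limma over all genes in ntESC WT, where 3103 of all genes tested had an unadjusted p under 0.05, and 3 were lower when adjusted over the list alone. The median log2 fold change of the list was −0.66, and the list as a group was lower in the camera set test (adjusted p = 4.9e-05, adjusted p = 0.755 with an estimated correlation). In ntESC GFP the same list had an adjusted p of 0.804. Of 19 measured fibroblast genes, 1 was called in ntESC WT, the surface protein gene THY1, which was lower, a call lost without 6 of the 11 lines left out in turn (adjusted p up to 0.179). The list as a group did not pass in camera (adjusted p = 0.525). Its median log2 fold change was 0.80, with 14 of the 19 genes above 0, while 3 were lower when adjusted over the list alone. At 1 TPM or more and over 2 times the highest control line, 8 fibroblast genes were raised in each of WT #30 and WT #53. None was raised in WT #61. The WT values come with a feature of the libraries: WT #30 had 20 and WT #53 had 12 of 71 lineage markers raised over all control lines, against 1 in WT #61.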

While *DCN*, which is highly expressed in the donor fibroblasts, was completely silenced in the ntESCs, pluripotency-related genes such as *POU5F1* and *NANOG* were expressed in ntESCs at similar levels with control ESCs (Figure 4C).

**Figure 4:**
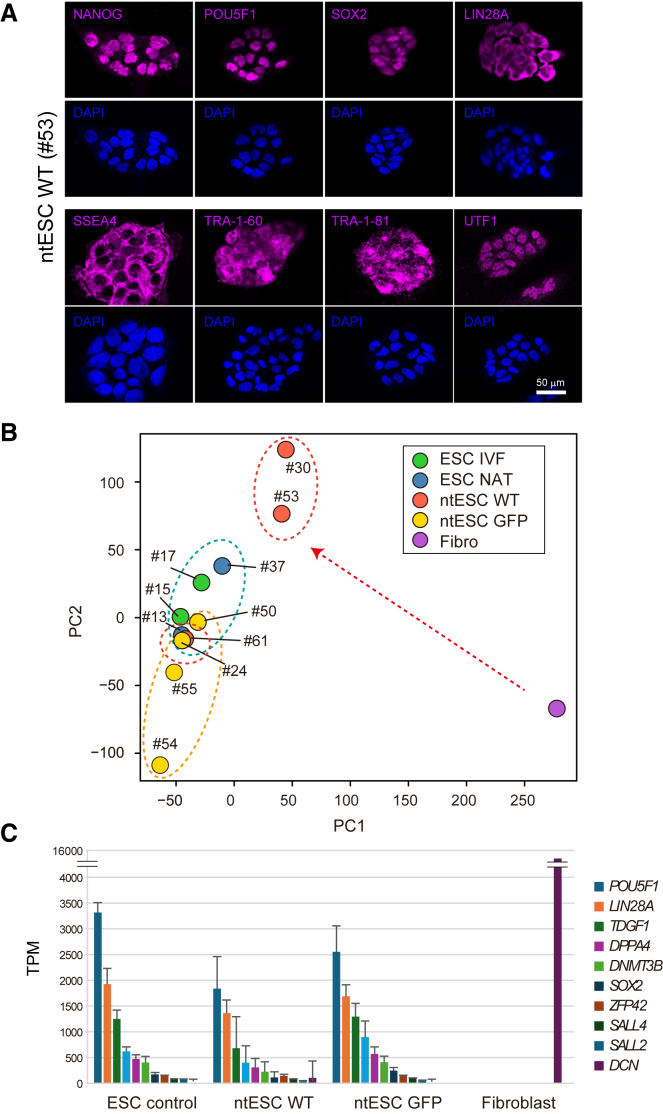
Pluripotency marker expression and transcriptomic profiling of ntESCs (A) Immunofluorescence staining of ntESC WT for pluripotent marker proteins, NANOG, POU5F1, SOX2, LIN28A, SSEA4, TRA-1-60, TRA-1-81, and UTF1. Scale bar, 50 μm. (B) Principal-component analysis of transcriptome of ESC, ntESC, and donor fibroblasts. Note that ntESCs show close similarity with control ESCs, but not with fibroblasts (Fibro). Red dashed arrow represents reprogramming of donor WT fibroblasts to ntESC WT lines. (C) Expression levels of pluripotency-related genes and fibroblast marker gene, DCN, in ESC, ntESC, and donor fibroblasts. Transcripts per million (TPM) values are shown. Error bars represent standard deviation. See also Table S2.

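Embryoid bodies (EBs) are cell aggregates in which stem cells differentiate without directed signals, and 8 of the lines were also read after 30 days as EBs. The EB table holds 1 library from each of control ESC #13, #17 and #37, ntESC WT #30, #53 and #61, and ntESC GFP #24 and #50, with TPM for 22803 genes, of which 7482 carry only a LOC identifier. Reads were processed by the authors in the same way as for the stem cell table, and each library again sums to 1000000. EB groups were compared with each other over 16621 genes. For EBs against stem cells, both tables were joined over the 21184 genes they share and fitted as 6 groups, with 16545 genes tested. TPM is a share of a library, so a stem cell library and an EB library can differ in composition without a change in a single gene. Quantile normalization moved the median log2 fold change of all genes by 0.194 for control EBs against control ESCs, by 0.264 for ntEB WT against ntESC WT and by −0.224 for ntEB GFP against control EBs. The ntEB GFP group holds only 2 lines, and the smallest change that its comparison with control EBs can find is large. In simulated data of the same size, with each gene drawn independently, limma recovered 25.4% of genes changed 4-fold and 54.5% of genes changed 8-fold.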

To evaluate the differentiation potential of ntESCs, we induced embryoid body (EB) formation *in vitro*. Immunostaining of ntESC-derived EBs (ntEBs) with differentiation markers indicated that these ntESCs could differentiate into all three germ layers (Figures S1B and S1C). Comparative transcriptome analysis of ntESCs and their derivative ntEBs revealed consistent downregulation of pluripotency markers and upregulation of markers for all three germ layers, including the ectoderm, endoderm, and mesoderm in control EBs (Figure 5A). 

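The core pluripotency genes POU5F1, NANOG and SOX2 were lost almost completely in control EBs. POU5F1 was at 1.50 ± 1.58 TPM (SD, n = 3) in control EBs, a log2 fold change of −11.52 against control ESCs (standard error 0.87, adjusted p = 4.6e-07 from limma), and NANOG (−11.61, standard error 0.95, adjusted p = 7.8e-07) and SOX2 (−10.42, standard error 0.89, adjusted p = 1.1e-06) fell as far. Of 27 pluripotency genes 25 fell and 1 rose, and 16 or 17 were over 8-fold lower in each line, with a median of −3.71 (adjusted p = 1.0e-07 from camera, adjusted p = 0.578 with an estimated correlation). Even so clear a change did not pass with an estimated correlation, and no list did in any comparison. A failure in that setting therefore does not decide against a call by itself. The other p-values of camera assume a correlation of 0.01 between genes. Estimates were far higher for some lists, such as 0.3248 for pluripotency and 0.8417 for HOX in ntESC WT. Calls at 0.01 may therefore be too many.
Markers of the germ layers rose unevenly. Of 11 surface ectoderm genes 8 rose and 0 fell (adjusted p = 0.0044, adjusted p = 0.578 with an estimated correlation), among them TP63, a regulator of stratified epithelium (5.11, standard error 0.78, adjusted p = 6.57e-05), and DLX3 (6.03, standard error 0.79, adjusted p = 2.04e-05). SOX6 rose among the neural ectoderm genes (4.04, standard error 0.68, adjusted p = 1.45e-04), although only 4 of these were measured and 3 of them fell (adjusted p = 0.504 for the list). Of 17 endoderm genes 6 rose and 5 fell (adjusted p = 0.457). LGR5, an intestinal stem cell marker, rose (3.68, standard error 0.54, adjusted p = 4.5e-05), as did AMN (1.66, standard error 0.42, adjusted p = 0.0031) and CFTR (1.72, standard error 0.62, adjusted p = 0.0255). CFTR no longer passed without control ESC #15 (adjusted p = 0.0511) or #17 (0.074), control EB #13 (0.146) or #17 (0.0805), or in the 16 libraries of lines with both stages, with the line as a block (0.0857) or, chosen after the data were seen, without it (0.0657). AFP, a fetal liver protein gene, was at 0.292 ± 0.320 TPM. Of 27 mesoderm genes 11 rose and 4 fell (adjusted p = 0.0277, adjusted p = 0.593 with an estimated correlation), among them COL1A2 (7.12, standard error 0.89, adjusted p = 1.3e-05), PDGFRA (4.34, standard error 1.09, adjusted p = 0.0032), DES (4.31, adjusted p = 0.00102) and WNT3A (2.52, standard error 0.67, adjusted p = 0.0046).
Other groups moved as well. Of 13 amnion and trophoblast genes 10 rose and 1 fell (adjusted p = 4.2e-04, adjusted p = 0.578 with an estimated correlation), and CGA, the alpha chain of gonadotropins, had one of the largest increases (10.95), beside the epidermal genes PRR9 (11.90) and SPRR3 (10.90). Of 22 fibroblast genes 14 rose and 2 fell (adjusted p = 1.1e-04, adjusted p = 0.579 with an estimated correlation), and of 20 proliferation genes 17 fell and 0 rose (adjusted p = 1.0e-04, adjusted p = 0.579 with an estimated correlation). Adjusted over the list alone, all these counts stayed as given, apart from the endoderm genes with 6 higher and 6 lower. In all, 9370 genes changed in control EBs, 3423 higher and 5947 lower, and after quantile normalization 8988 changed, 4042 higher and 4946 lower.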

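In ntEB WT, POU5F1 fell by 11.17 on the log2 scale against ntESC WT (standard error 0.93, adjusted p = 2.4e-06 from limma), and NANOG fell by 10.27 (standard error 1.02, adjusted p = 7.1e-06). In all, 25 of 27 pluripotency genes fell and 0 rose (median −4.63, adjusted p = 4.5e-10 from camera, adjusted p = 0.423 with an estimated correlation). In ntEB GFP, 15 of the 27 fell and 0 rose, or 21 when adjusted over the list alone (median −2.32, adjusted p = 3.8e-06, adjusted p = 0.369 with an estimated correlation). POU5F1 fell there by 3.85 (standard error 0.98, adjusted p = 0.0095) and no longer passed without ntEB GFP #50 (adjusted p = 0.407), which leaves 1 ntEB GFP library. In the 16 libraries of lines with both stages its adjusted p was 0.0401 with the line as a block and 0.0605 without it.
Some mesoderm markers rose in both groups. COL1A2 rose by 6.79 in WT (standard error 0.95, adjusted p = 6.6e-05) and 7.78 in GFP (standard error 1.01, adjusted p = 1.7e-04). PDGFRA rose by 3.76 in WT (standard error 1.17, adjusted p = 0.0154) and 6.27 in GFP (standard error 1.24, adjusted p = 0.0024). The PDGFRA call was lost in WT without ntESC #61 (adjusted p = 0.0956), ntEB #30 (0.0616) or ntEB #53 (0.0791), and in GFP without ntEB #50 (0.0623). Of 27 mesoderm genes 8 rose and 4 fell in WT (adjusted p = 0.0364, adjusted p = 0.596 with an estimated correlation), a call lost without ntESC #61 (0.259), ntEB #30 (0.0723) or ntEB #53 (0.106). In GFP 8 rose and 3 fell (adjusted p = 8.8e-04, adjusted p = 0.375 with an estimated correlation). Of 17 endoderm genes 2 rose and 4 fell in WT (adjusted p = 0.414) and 6 rose and 1 fell in GFP (adjusted p = 0.0051, adjusted p = 0.369 with an estimated correlation). Among the largest increases in both groups were SERPINA1, a protease inhibitor made by liver (9.29 in WT and 10.95 in GFP), LRRC17 (10.47 and 10.58) and the matrix gene MGP (8.54 and 10.50).
Of 11 surface ectoderm genes 2 rose and 3 fell in WT (adjusted p = 0.223), and 2 rose and 1 fell in GFP (adjusted p = 0.207). Adjusted over the list alone, the WT counts of these lists stayed as given, and in GFP 12 mesoderm, 7 endoderm and 4 surface ectoderm genes were higher. TP63 rose by 3.46 in WT (adjusted p = 0.0033) and 2.75 in GFP (adjusted p = 0.0296, lost without 3 of the 19 libraries left out in turn, up to 0.514), and DLX3 by 4.46 in WT (adjusted p = 6.1e-04), with 2.30 in GFP (adjusted p = 0.0637). In all 7679 genes changed in ntEB WT (2372 higher, 5307 lower, and 3120 higher and 3926 lower after quantile normalization) and 4929 in ntEB GFP (2247 higher, 2682 lower). The GFP count was 563 without ntEB #50 and 7055 without ntEB #24. Either leaves 1 ntEB GFP library, whose spread is taken from the other groups. In the 16 libraries of lines with both stages it was 2089 with the line as a block and 1986 without it, the latter chosen after the data were seen. The response itself differed from that of control EBs in 0 genes for WT by limma, where 1123 had an unadjusted p under 0.05, and in 3 for GFP. The WT count was 847 without ntEB #61, and the GFP count was 2684 without ntEB #50, with #24 then alone in its group, 578 without ntEB WT #61, which keeps both ntEB GFP lines, and 0 without any 1 control library. In the 16 libraries it was 0 with and without the line as a block.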

The general trend was similar in ntEBs of WT and GFP. However, we noted that pluripotent marker genes were not clearly downregulated upon differentiation in the ntESC GFP #24 line. Moreover, many of the differentiated lineage markers were unevenly expressed in ntEB, while these showed more consistent expression in control EB (Figure 5A). 

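Pluripotency genes stayed high in the EBs of ntESC GFP #24. NANOG was at 831 TPM in ntEB #24 against 738 in its stem cell library, POU5F1 at 1247 against 3364, and SOX2 at 209, whereas the other GFP line, ntEB #50, held 15.0, 25.8 and 3.86 TPM of these genes. Over 27 pluripotency genes the median log2 ratio of EB to stem cell library was −0.31 in #24, with a range from −1.56 to 1.24, and 8 genes were at least 2-fold lower. In #50 the median was −4.75, with 25 genes at least 2-fold lower, and in the other 6 lines the medians lay from −4.92 (WT #53) to −3.43 (control #17), with 24 to 26 genes lower. A single line has no replicate, so the difference of #24 has no test of its own. In the test of the response of both GFP lines against control EBs, POU5F1 had a difference of 7.68 (standard error 1.31, adjusted p = 0.0802 from limma) and NANOG of 8.60 (standard error 1.44, adjusted p = 0.0796). In all, 12 pluripotency genes fell less in GFP when adjusted over the list alone (adjusted p = 5.67e-07 for the list from camera, adjusted p = 0.546 with an estimated correlation).

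**Figure D1:**
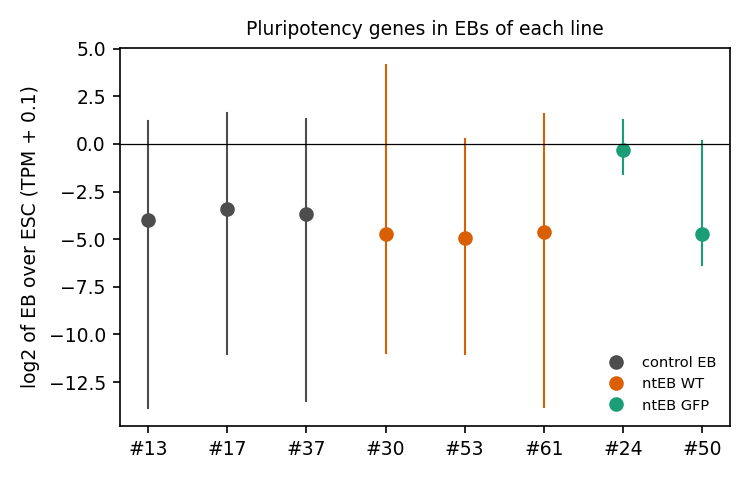
Median (point) and range (line) over 27 pluripotency genes of the log2 ratio of EB to stem cell library (TPM + 0.1), per line. The median of ntESC GFP #24 lies at −0.31 and those of the other lines between −4.92 and −3.43.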

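Lineage markers varied more from line to line among ntEBs. AFP was at 23.7 TPM in GFP #50, 16.6 in GFP #24, 15.4 in WT #30 and 12.3 in WT #53, but 1.14 in WT #61, against 0.292 ± 0.320 (SD, n = 3) in control EBs (adjusted p = 0.984 for WT and 0.528 for GFP from limma). COL1A2, a collagen gene of mesenchymal cells, ranged from 430 TPM in WT #61 to 7543 in WT #30, with 1697 ± 592 in control EBs. DES, a muscle filament gene, ranged from 3.18 in WT #61 to 176 in WT #30, with 30.0 ± 24.7 in control EBs, and GATA2 from 10.1 in GFP #24 to 338 in WT #61, with 301 ± 116 in control EBs. Over 71 lineage markers the median of the mean absolute log2 difference between lines was 1.80 in the 5 ntEB lines and 0.785 in the 3 control lines (difference 1.01, exact permutation test, two-sided, p = 0.0357 over 56 splits). It was 1.81 within WT and 0.912 within GFP. Without any 1 EB line the permutation p lay from 0.0571 to 0.2 and passed in none. Only 21 or 35 splits are then left, which raises p by itself. The values were not centred by group, so a difference in level between ntEBs and control EBs also enters the permutation p. The difference was 0.447 without WT #61, and from 0.904 (without GFP #24) to 1.29 (without WT #53) otherwise. With markers of at least 1 TPM the difference was 1.19 (permutation p = 0.0536).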

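PAX6, a regulator of neural and eye development, was read at 0.0397 TPM in ntESC GFP #24 and 0.0713 in GFP #54, and at 0.0681 in control ESC #37, with 0.0713 the highest value of any stem cell line. It fell below the filter of 0.5 TPM and was not tested. CFTR, a chloride channel gene of endodermal epithelia, was at 3.67 TPM in GFP #54, where the control ESC lines ranged from 0.485 to 1.56 and ntESC GFP had 2.28 ± 0.953 (SD, n = 4, adjusted p = 0.244 from limma). GATA2, a regulator of blood and trophoblast development, was at 200 TPM in WT #30 against 29.3 ± 6.90 (n = 4) in control ESCs, a range of 21.2 to 37.6. It was at 45.0 in WT #53 and 34.9 in GFP #50 (adjusted p = 0.346 for WT). Of 71 lineage markers, CFTR, ELAVL3 and TBXT were raised in GFP #54, TBXT in WT #61, and none in GFP #24 or GFP #55, where control line #37 set against the other 3 controls had 6 raised and #17 had 1.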

We also noticed that some of the differentiation markers were aberrantly expressed in undifferentiated ntESCs when compared to control ESCs: *PAX6* in ntESC GFP #24 and #54, *CFTR* in ntESC GFP #54, *GATA2* in ntESC WT #30, and ntESC GFP #50 (Figure 5A). In contrast, some ntESC lines showed preferential differentiation to a specific lineage; ectoderm differentiation was robust in ntESC #61 but less efficient in ntESC GFP #24. These results suggest lineage-biased or unstable pluripotent states in ntESCs.

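TP63 and DLX3, regulators of surface ectoderm, were high in the EBs of ntESC WT #61. TP63 was at 11.7 TPM there, against 5.67 ± 1.27 (SD, n = 3) in control EBs, 1.75 in WT #53, 0.457 in WT #30, 2.25 in GFP #50 and 0.250 in GFP #24. DLX3 was at 53.2 in WT #61, 42.5 ± 18.1 in control EBs, 4.33 in WT #30, 2.85 in WT #53, 5.68 in GFP #50 and 1.71 in GFP #24. S100P, a gene with a large increase in control EBs, followed the same order, with 2081 TPM in WT #61, 1861 ± 726 in control EBs and 36.1 in GFP #24. SOX6, listed with the ectoderm genes in Fig. 5A, had the opposite order, at 0.502 in WT #61, 3.00 ± 0.576 in control EBs, 3.93 in GFP #24 and 8.24 in WT #30. By the rule of at least 1 TPM and over 2 times the highest control EB, 1 lineage marker was raised in WT #61 and 19 in GFP #24, of which 12 belong to the endoderm. The surface ectoderm list as a whole had a median of −0.15 in WT #61 and −3.84 in GFP #24 against the control EB mean on the log2 scale, with 0 members raised in either. Its median was −2.603 in WT #30, −1.245 in WT #53 and −0.395 in GFP #50, with −0.255 to 0.287 in the control EBs. As a group, 11 surface ectoderm genes were lower than in control EBs in ntEB WT (median −1.30, adjusted p = 7.6e-04 from camera, adjusted p = 0.835 with an estimated correlation) and in ntEB GFP (median −1.38, adjusted p = 7.4e-04, adjusted p = 0.603 with an estimated correlation), with 0 genes past the test of limma over all genes or adjusted over the list alone in either group. At an unadjusted p under 0.05 there were 637 genes in WT and 1573 in GFP among all genes tested. Single lines have no test.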

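Set against control EBs directly, 1 gene changed in ntEB WT and 2 in ntEB GFP, all of them unnamed: LOC118142887 in WT (−4.32, standard error 0.36, adjusted p = 0.0433 from limma), and LOC100401954 (5.38, standard error 0.31, adjusted p = 0.0027) and LOC118153924 (−5.71, standard error 0.47, adjusted p = 0.022) in GFP. Some gene groups differed between the EBs. Pluripotency genes were higher in ntEB GFP (median 1.59, 9 of 27 when adjusted over the list alone, adjusted p = 5.9e-06 from camera), mostly through #24 (median 3.89, against 0.435 in #50), as were endoderm genes (median 1.96, 7 of 20 when adjusted over the list alone, adjusted p = 0.0023). By contrast, amnion and trophoblast genes were lower in both WT (median −1.12, adjusted p = 4.0e-04) and GFP (−1.63, adjusted p = 1.4e-05), but in WT #61 the amnion list had a median of 0.09, against −2.38 in #30 and −1.56 in #53. Interferon-stimulated genes were lower in WT (median −1.05, adjusted p = 1.2e-04) and GFP (−1.47, adjusted p = 9.5e-08), again least in WT #61 (−0.21, against −1.90 in #30 and −0.67 in #53). No list passed with an estimated correlation, where these adjusted p were 0.835 for WT and 0.603 for GFP. Raised lineage markers were 21 in WT #30, 12 in WT #53, 1 in WT #61, 19 in GFP #24 and 15 in GFP #50, against 2 to 5 in each control EB set against the other controls. Of the calls against control EBs, the WT count was 126 without ntEB #61 and 0 without control EB #37, and the GFP count was 575 without ntEB #50 and 0 without ntEB #24, each with 1 ntEB GFP library left. LOC118142887 in WT and LOC118153924 in GFP were each lost without 6 of the 8 lines left out in turn (adjusted p up to 0.388 and 0.276). From the retained pluripotency genes in #24, the uneven lineage markers, the markers read in undifferentiated lines and the preference of some lines for a lineage, with ectoderm strong in #61 and weak in #24, the paper proposes lineage-biased or unstable pluripotent states in ntESCs.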

**Figure 5:**
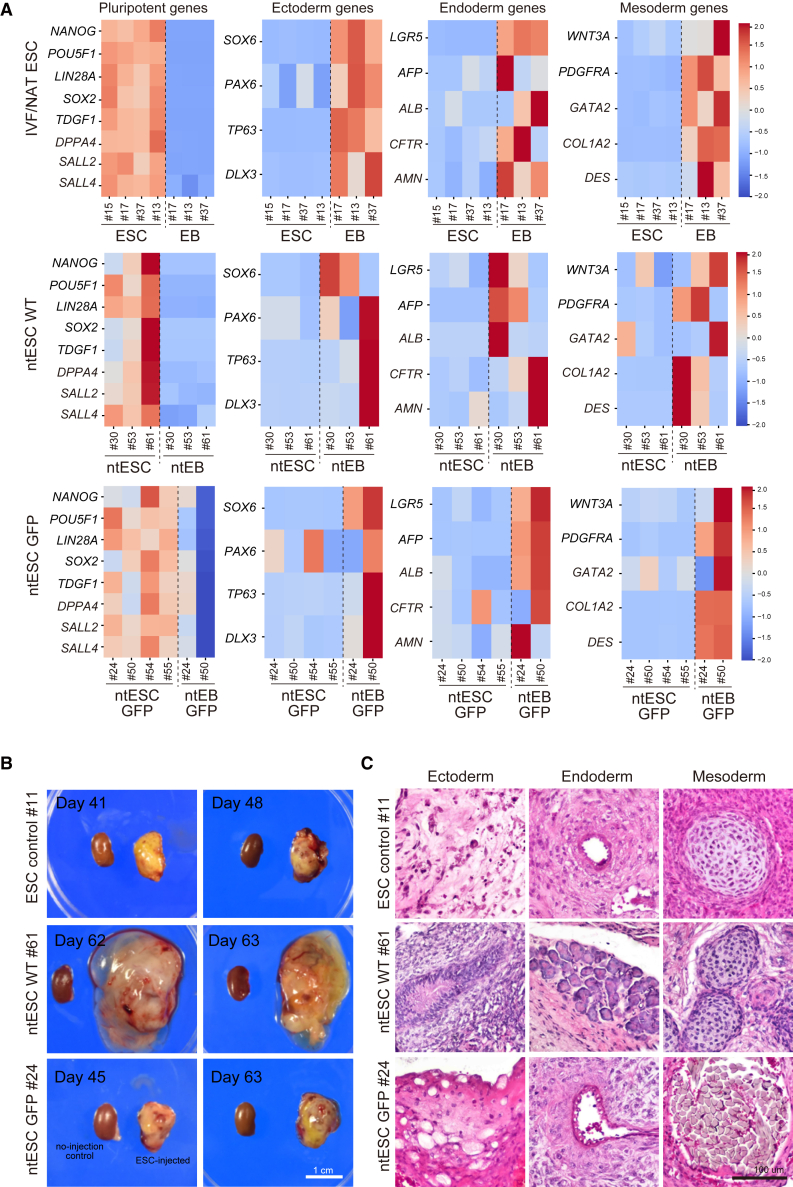
*In vitro* and *in vivo* differentiation potential of ntESCs (A) Heatmap showing the average expression levels of pluripotent genes and three germ-layer genes in ntESCs and their derivative ntEBs. (B) Representative images of teratoma formed under kidney capsules. Scale bar, 1cm. (C) Histology of teratoma. Sections were stained with H&E. Shown are representative tissues of the three germ layers, ectoderm, endoderm, and mesoderm, formed in teratoma. Note that the ectoderm-like tissues in ESC control #11 and ntESC GFP #24 were immature/degenerated neural tissues and epithelial tissues, respectively, while ntESC WT #61 efficiently formed all three germ layers. Scale bar, 100 μm. See also Figure S1 and Tables S2 and S3.

We also performed teratoma formation assays by injecting ntESCs into the kidney capsule of immunodeficient mice. Teratoma was efficiently formed at 4–7 weeks after transplantation of ntESCs (Figure 5B). Histological analysis confirmed the presence of representative tissues of all three germ layers in the ntESC-derived teratoma (Figure 5C). Notably, endodermal and mesodermal tissues were well differentiated, whereas ectodermal components showed immature or degenerated features in ntESC GFP #24 line and even in control ESC #11 (Figure 5C). These results demonstrate that ntESCs derived from SCNT blastocysts possess pluripotent characteristics and differentiation capacity comparable to conventional ESCs, albeit with a line-dependent lineage bias in differentiation.

### Identification of reprogramming-resistant genes for further improvement

Despite successful derivation of ntESCs, embryo transfer of the SCNT blastocysts generated by our optimized method failed to produce any neonates (12 embryos were transferred to 9 recipient females in total). Previous studies in mice, monkeys, and humans have reported that *Kdm4d*- or G9ai-boosted SCNT-generated embryos and ntESCs harbor additional epigenetic abnormalities (Chung et al., 2015; Liao et al., 2024; Matoba and Zhang, 2018).

To explore this possibility in marmosets, we analyzed the transcriptomes of ntESCs and ntEBs to identify genes that may have escaped full reprogramming through SCNT and ntESC derivation processes. Differential gene expression analysis between ntESCs (WT and GFP) and fertilization-derived control ESCs revealed 752 upregulated and 350 downregulated genes in ntESCs (fold change >2) (Figure 6A; Table S2). 

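Under the rule of a 2-fold difference between group means, 2326 genes were higher in ntESC WT than in control ESCs and 2128 were higher in ntESC GFP, and 752 were higher in both. Lower were 2365 genes in WT and 1030 in GFP, and 350 in both. Most of the shared genes lie near the detection limit: 575 of the 752 higher genes (76.5%) and 256 of the 350 lower genes (73.1%) had a mean below 0.5 TPM, against 27.7% of the 22301 genes that were read in any of these lines, and 71.4% and 65.4% carried only a LOC identifier, against 32% of all. Of the 752 genes, 45 were above every control line in all 7 ntESC lines, and 31 of the 350 were below every control line in all 7.
With limma, 15 genes changed in ntESC WT (3 higher, 12 lower), 71 in ntESC GFP (36 higher, 35 lower) and 34 in the mean of both groups (18 higher, 16 lower). Of the 177 higher and 94 lower genes with a mean of at least 0.5 TPM, which were tested, 3 and 6 were among those that passed for the mean. NDUFA4, which encodes a subunit of mitochondrial cytochrome c oxidase, rose from 592 ± 53.1 TPM (SD, n = 4) in control ESCs to 956 ± 79.9 over the 7 ntESC lines (log2 fold change 0.69, standard error 0.08, adjusted p = 0.0123 for the mean). GADD45G, a growth arrest and DNA damage response gene, rose from 16.4 ± 1.99 to 29.3 ± 3.50 TPM over the 7 ntESC lines (0.83, standard error 0.12, adjusted p = 0.0292). SORCS2, a sorting receptor gene, fell from 6.33 ± 2.29 to 1.08 ± 0.610 in WT and 1.75 ± 0.595 in GFP (−2.13, standard error 0.34, adjusted p = 0.0427). SELPLG, which encodes a selectin ligand of leukocytes, fell by 1.68 on the log2 scale (standard error 0.27, adjusted p = 0.0427). The unnamed gene LOC100391995 rose from 0.163 ± 0.0447 to 4.34 ± 0.576 in WT and 3.28 ± 0.700 in GFP (3.88, standard error 0.23, adjusted p = 7.15e-05).
Some genes changed in 1 donor group. In GFP, ITIH1, which encodes a chain of a serum hyaluronan-binding protein, was at 2.70 ± 0.994 TPM and listed at 0 in all control and WT lines (adjusted p = 2.2e-04). The calcium-binding protein gene S100P fell from 1.68 ± 1.26 TPM to 0.214 in GFP #50 and 0 in the other GFP lines (adjusted p = 0.0306). Direct comparison of WT with GFP called 89 genes, among them S100P (4.36 higher in WT on the log2 scale, adjusted p = 0.0121), CA12 (2.70, adjusted p = 0.0353) and COL5A2 (1.43, adjusted p = 0.0312).
The counts rest on single lines, also on lines outside a comparison, since all groups share 1 estimate of the spread. Without WT #61 they were 2900 for WT, 118 for GFP and 380 for the mean. They were 62 for the mean without WT #30, 25 for WT without WT #30, 9 for WT and 8 for the mean without GFP #50 and 19 for GFP without GFP #55. For the mean they were 10 without WT #53, 9 without control #15, 15 without #17, 17 without #37 and 11 without #13. For GFP they were 30, 33, 38 and 36 without control #15, #17, #37 and #13, and 109 without WT #30. The WT to GFP comparison gave 4227 genes without WT #61, 31 without GFP #55, 56 without WT #30 and 35 without WT #53. Single calls depend on lines as well. With each of the 11 lines left out in turn, 5 of the 34 genes called for the mean always passed, all of them unnamed and LOC100391995 among them. The same held for 8 of 15 in WT, 18 of 71 in GFP, with ITIH1, and 25 of 89 between WT and GFP, with S100P. NDUFA4 no longer passed for the mean without control #15 (adjusted p = 0.0537) or #13 (adjusted p = 0.0549). GADD45G was lost without 7 of the lines (adjusted p up to 0.0944), SELPLG without 8 (0.170) and SORCS2 without 9 (0.143). S100P was lost in GFP without 6 (0.131), and between WT and GFP CA12 was lost without 8 (0.115) and COL5A2 without 6 (0.111).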

Gene Ontology (GO) analysis of the upregulated 752 genes indicated significant enrichment for pathways related to embryonic development, such as “anterior/posterior pattern specification” and “embryonic skeletal system morphogenesis” (Figure 6B). 

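HOX genes, which set positional identity along the body axis, were the fixed gene list most enriched among the 752 higher genes: 11 of 38 HOX genes were present, where 1.28 would be expected (odds ratio 11.8, adjusted p = 1.5e-06 from Fisher's exact test over 22301 genes and 24 lists in both directions). They were HOXA2, HOXA4, HOXA5, HOXA7, HOXC4, HOXC5, HOXC6, HOXC8, HOXC9, HOXD12 and HOXD13. All 11 were above every control line in GFP #50, but only 2 in GFP #55 and 0 in GFP #24 and GFP #54. Their place among genes higher in both groups thus rests mostly on 1 GFP line. The HOX list was written from the whole gene family, but 10 of these 11 genes are those drawn in Fig. 6C, so the count is not independent of the choice of the study. Of the other lists, surface ectoderm gave 2 genes (KRT14 and KRT6A) and clustered protocadherins 2 (PCDHB11 and PCDHB6), both at an adjusted p of 0.719. Single members came from the fibroblast (TBX15), endoderm (SERPINA1), amnion (VTCN1), germline (PIWIL2), chemokine (CXCL10) and mitochondrially encoded (CYTB) lists, and 2 from the mesoderm list (HAND2 and MYH6). Of the 11 HOX genes, 8 had a mean below 0.5 TPM. Among genes with a mean of at least 0.5 TPM the enrichment remained, with 3 of 21 HOX genes (HOXA5, HOXC6 and HOXC8, odds ratio 15.3, adjusted p = 0.0359, Fisher's exact test), and with a pseudocount of 0.1 in the fold rule HOXC6 alone was left and the adjusted p was 1.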

Interestingly, these terms mostly consisted of a group of homeobox (*HOX*) genes including *HOX4A*, *HOXC5*, and *HOXC8*. Such upregulation of *HOX* genes was observed in a line-dependent manner, as only ntESC WT #30, ntESC WT #53, and ntESC GFP #50 showed widespread upregulation of these genes (Figure 6C). 

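HOXC8, which patterns the trunk, was at 3.39 TPM in ntESC WT #30, 3.01 in WT #53, 0.607 in GFP #50, 0.0649 in WT #61 and 194 in the donor fibroblasts. It was listed at 0 in the other 3 ntESC lines and in every control ESC line apart from #37 (0.219). Its log2 fold change over control ESCs was 3.18 in WT (standard error 1.12, adjusted p = 0.192) and 0.29 in GFP (adjusted p = 0.926), so that it passed in neither group. HOXA4 was at 0.361 in WT #30, 0.720 in WT #53, 0.581 in GFP #50 and 1.62 in the fibroblasts, against 0 to 0.224 in the control lines. HOXC5 was listed at 0 in all control lines and was at 0.168 in WT #30, 0.0676 in GFP #50 and 0.117 in GFP #55, with 6.27 in the fibroblasts. HOXA4 and HOXC5 fell below the filter of 0.5 TPM and were not tested.
Of 21 measured HOX genes, 0 passed the test of limma over all genes or adjusted over the list alone in WT or in GFP. The list as a group was higher in WT (median log2 fold change 1.74, adjusted p = 0.0034 from camera, adjusted p = 0.755 with an estimated correlation), and in GFP its median was −0.44 (adjusted p = 0.614). The WT call was lost without WT #30 (adjusted p = 0.193), WT #53 (0.401) or control #13 (0.054). In GFP the list passed in the lower direction without GFP #50 (adjusted p = 0.00877).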

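By a fixed rule, a HOX gene counted as raised in a line when it reached 1 TPM and over 2 times the highest control ESC line. Raised were 25 HOX genes in ntESC WT #53, 14 in WT #30 and 6 in GFP #50 (HOXA5, HOXB3, HOXB7, HOXB8, HOXC6 and HOXD12), and 0 in WT #61, GFP #24, GFP #54 and GFP #55. Each control line set against the other 3 gave 0, apart from 1 gene in #37. The TPM of all HOX genes together was 244 in WT #53, 159 in WT #30 and 88.1 in GFP #50, 6.37 to 23.8 in the other ntESC lines, 13.3 to 61 in the control lines and 521 in the donor fibroblasts. In WT #30 and WT #53 markers of differentiated lineages were raised beside the HOX genes. WT #30 had 20 raised lineage markers, among them GATA2, HAND1, NKX2-5, ACTC1, FOXA2 and HNF4A, as well as 7 amnion and trophoblast genes, and WT #53 had 12, among them HAND1, FOXA2, PDX1 and PECAM1. GFP #50 had 2, FOXF1 and PDGFRA, and 8 genes of the fibroblast list were raised in each of WT #30 and WT #53. Of the raised HOX genes, 10 of 14 in WT #30, 10 of 25 in WT #53 and 4 of 6 in GFP #50 stood over 2 times the level of the fibroblast library, most of them of the HOXB cluster. That library is of a wild-type donor and so not of the GFP donor fibroblasts of #50.

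**Figure D2:**
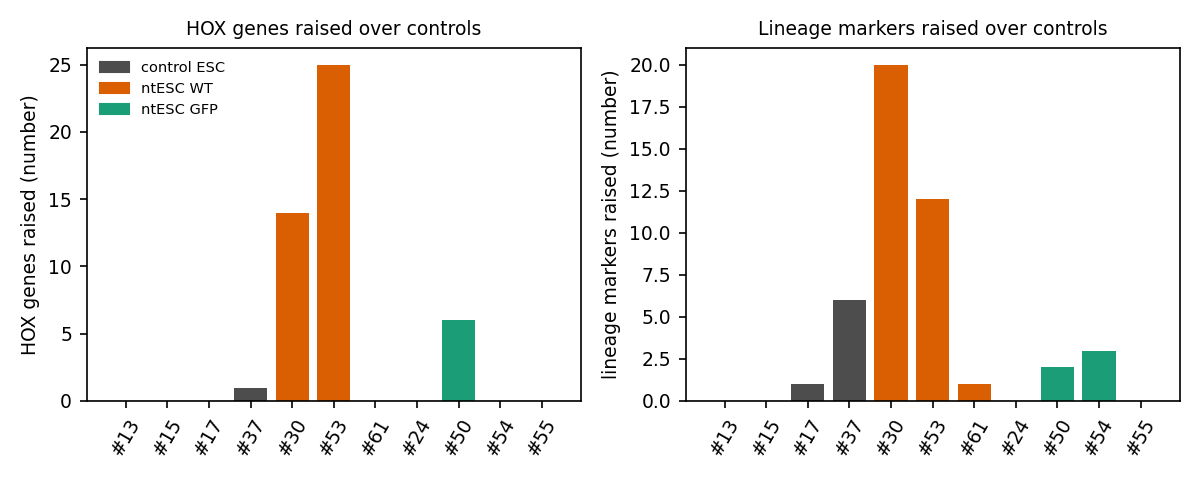
Number of HOX genes (left) and of lineage markers (right) raised over the control ESC lines, per line, with each control line set against the other 3. The bars of HOX genes reach 25 in ntESC WT #53, 14 in WT #30 and 6 in GFP #50, and the bars of lineage markers 12, 20 and 2 in the same lines.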

A similar line-dependent upregulation of *HOX* genes was observed in ntEBs (Figure S2; Table S3). 

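HOX genes are switched on during EB formation itself: of 28 measured HOX genes 14 rose and 1 fell in control EBs against control ESCs (adjusted p = 3.1e-05 from camera, adjusted p = 0.590 with an estimated correlation). By the rule of at least 1 TPM and over 2 times the highest control EB, 9 HOX genes were raised in ntEB WT #30 (HOXB4, HOXC4, HOXC5, HOXC8, HOXD3, HOXD8, HOXD9, HOXD10 and HOXD11), 7 in GFP #50, 6 in GFP #24, 5 in WT #53 and 0 in WT #61. HOX TPM summed to 272 in WT #30, 242 in GFP #50, 218 in WT #53, 155 in GFP #24 and 50.6 in WT #61, against 112 to 130 in control EBs. HOXC8 was at 16.2 ± 5.42 TPM (SD, n = 3) in control EBs, 65.2 in WT #30, 29.3 in WT #53, 4.14 in WT #61, 18.7 in GFP #24 and 29.6 in GFP #50 (0.36 for WT, standard error 0.89, adjusted p = 0.992 from limma). HOXC5 was at 1.04 ± 0.432 in control EBs and 7.88 in WT #30. GFP #24, which had 0 HOX genes raised as a stem cell line, had HOXA13, HOXD1, HOXD3, HOXD4, HOXD10 and HOXD11 raised as EBs. Of 30 measured HOX genes, 0 passed in WT or in GFP against control EBs over all genes or adjusted over the list alone, and the list did not pass as a group (adjusted p = 0.438 with a median of 0.03 in WT, adjusted p = 0.377 with a median of 0.83 in GFP). The 4 ntEB lines with raised HOX genes had 12 to 21 raised lineage markers, and WT #61 had 1.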

We also found that genes termed “translation” were significantly enriched in the upregulated genes (Figure 6B). 

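The genes of canonical ribosomal proteins were not among the 752 higher genes: 0 of 74 were present, where 2.5 would be expected (p = 0.183, Fisher's exact test), and likewise 0 of 33 translation factors (p = 0.628). Their absence says little. All these genes had a mean of at least 0.5 TPM, while 76.5% of the 752 lay below it. Among genes with at least that mean, only 0.813 and 0.362 would be expected. The paper ties its translation term to uncharacterized variants, not to canonical genes. The levels of the 74 genes were nevertheless slightly higher as a group, though not equally in every line. The median log2 deviation from the control mean was 0.017 in GFP #54 and 0.053 in WT #30. It was 0.129 to 0.290 in the other ntESC lines and −0.032 to 0.043 in the control lines. Of the 74, 53 lay above the control ESCs in the mean of WT and GFP, with a median log2 fold change of 0.17. None passed the test of limma over all genes, where 2294 of all genes tested had an unadjusted p under 0.05, and 23 were higher when adjusted over the list alone. The camera set test gave an adjusted p of 1.26e-09 (adjusted p = 0.832 with an estimated correlation). In GFP alone 19 were higher when adjusted over the list alone. RPS2, a component of the small ribosomal subunit, was at 2259 ± 672 TPM (SD, n = 4) in control ESCs, with 1261 in #17, and at 2933 in WT #30 and 3240 to 4147 in the other 6 ntESC lines (0.77, standard error 0.20, adjusted p = 0.156). Among the stem cell lines RPS2 was lowest in those that read the RPS2-like LOC100394437, the controls and WT #30. Only uniquely mapped reads are counted, so a change of RPS2 cannot be told apart from reads shared with that copy. RPL3 was at 1973 ± 78.9 in control ESCs, 2003 ± 185 in WT and 1775 ± 84.9 in GFP. The 33 translation factors (adjusted p = 0.789) and 25 ribosome biogenesis genes (adjusted p = 0.735) did not pass as groups.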

While genes in this category were mostly uncharacterized, they were all related to ribosomal protein variants such as *40S ribosomal protein S15-like* (*RPS15-like*: *LOC108589403*) and *60S ribosomal protein L21-like* (*RPL21-like*: *LOC118153695*) (Figure 6D).

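The RPS15-like gene LOC108589403 was at 0.657 ± 0.599 TPM (SD, n = 4) in control ESCs, 1.37 ± 0.301 (n = 3) in ntESC WT and 1.70 ± 0.725 (n = 4) in ntESC GFP, a log2 fold change of 1.64 for the mean of both groups (standard error 0.64, adjusted p = 0.283 from limma). The RPL21-like gene LOC118153695 was at 0.381 ± 0.349, 1.36 ± 0.801 and 0.805 ± 0.809 TPM (1.17, standard error 0.87, adjusted p = 0.565). The highest level among the 16 genes of Fig. 6D belonged to LOC100412041, at 7.40 ± 10.6 TPM in control ESCs with 23.2 in #15, 40.8 ± 15.9 in WT and 48.1 ± 35.1 in GFP (3.16, standard error 0.83, adjusted p = 0.159). LOC100401854 was at 15.0 ± 3.23, 33.7 ± 17.3 and 38.4 ± 16.1 (adjusted p = 0.234), and LOC100397019 at 6.68 ± 7.91, 17.9 ± 6.11 and 20.3 ± 5.71 (3.76, standard error 1.28, adjusted p = 0.233). LOC100391846 (1.62, adjusted p = 0.354) and LOC100397843 (1.63, adjusted p = 0.412) did not pass either, and the remaining 9 genes of the figure lay below the filter of 0.5 TPM and were not tested. These genes resemble ribosomal protein genes that are themselves highly expressed, and only reads that differ from every other copy are counted, so their values are uncertain.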

**Figure 6:**
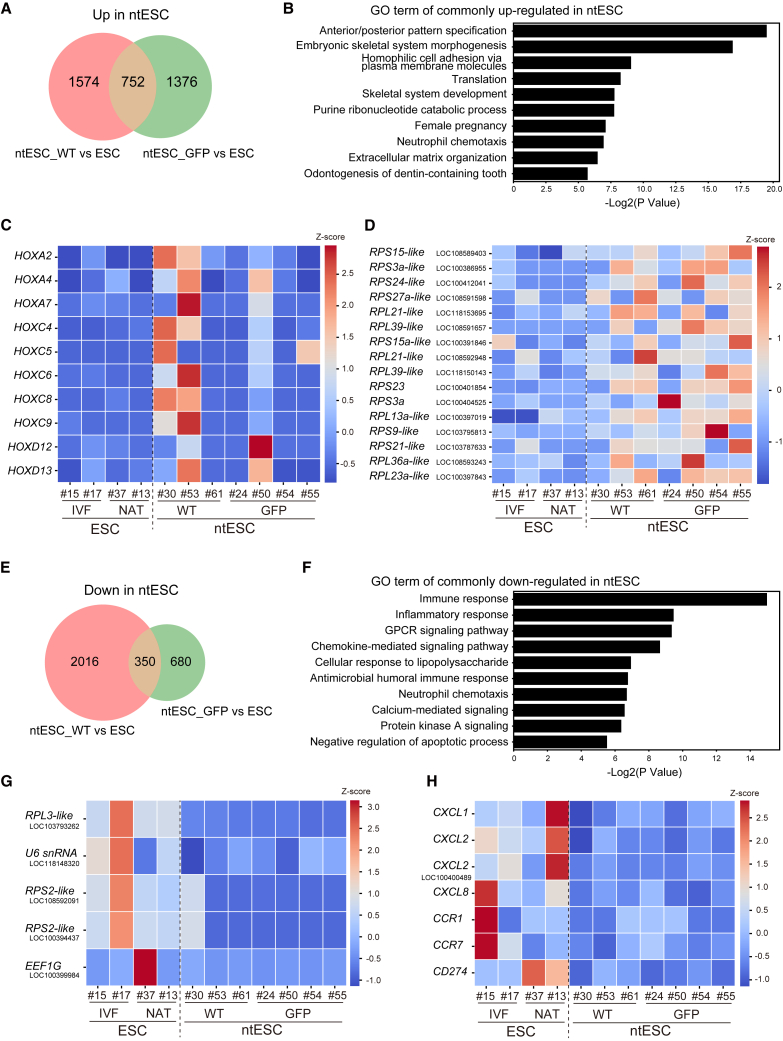
Transcriptome-wide identification of abnormally expressed genes in ntESCs (A) Venn diagram showing the number of upregulated genes in ntESC WT and ntESC GFP compared to control ESC. (B) GO term enriched in commonly upregulated genes in ntESCs. (C) Heatmap showing the expression levels of upregulated HOX-related genes. (D) Heatmap showing the expression levels of upregulated ribosomal protein-related genes. (E) Venn diagram showing the number of downregulated genes in ntESC WT and ntESC GFP compared to control ESC. (F) GO term enriched in commonly downregulated genes in ntESCs. (G) Heatmap showing the expression levels of downregulated ribosomal protein/translation-related genes. (H) Heatmap showing the expression levels of downregulated immune response-related genes. See also Figure S2 and Table S2.

In turn, GO analysis of the downregulated 350 genes indicated significant enrichment of immune response. These mostly consisted of immune-regulatory cytokines such as *CXCL1*, *CXCL2*, and *CXCL8*. 

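Immune signalling genes were present among the 350 lower genes. Of 25 genes for chemokines, cytokines and their receptors, 7 were there, where 0.392 would be expected (odds ratio 24.9, adjusted p = 2e-06, Fisher's exact test): CCR1, CCR7, CD274, CSF3, CXCL1, CXCL2 and CXCL8. CXCL10 of the same list was among the 752 higher genes. All but CSF3 of the 7 are drawn in Fig. 6H, so the list is not independent of the choice of the study. TNF, which encodes a central inflammatory cytokine, is on the same list and fell in GFP, from 322 ± 115 TPM (SD, n = 4) in control ESCs to 50.2 ± 25.7 (n = 4), a log2 fold change of −2.72 (standard error 0.44, adjusted p = 0.0301 from limma), with 227 ± 146 (n = 3) in WT (adjusted p = 0.483). OAS2, an interferon-induced antiviral gene, fell from 3.37 ± 0.493 to 1.16 ± 0.558 TPM in WT and 0.767 ± 0.239 in GFP (−1.78, standard error 0.28, adjusted p = 0.0408 for the mean). The immune checkpoint gene CD274 was at 1.84 ± 0.924 in control ESCs, 0.637 ± 0.347 in WT and 0.410 ± 0.166 in GFP.
As a group, the 17 measured genes of the chemokine list were lower in the mean of WT and GFP (median log2 fold change −0.42, 5 lower when adjusted over the list alone, 0 over all genes, adjusted p = 0.0493 from camera, adjusted p = 0.554 with an estimated correlation). The 14 NF-kB targets were lower too (adjusted p = 0.0449, adjusted p = 0.832 with an estimated correlation). In GFP the interferon-stimulated genes (adjusted p = 0.0046, adjusted p = 0.458 with an estimated correlation) and the stress and immediate early genes (adjusted p = 0.0018, adjusted p = 0.538 with an estimated correlation) were lower as groups. TNF no longer passed in GFP without control #13, #15 or #17 or GFP #24, #54 or #55 (adjusted p = 0.0641 to 0.128), and OAS2 no longer passed for the mean without 8 of the 11 lines left out in turn (adjusted p = 0.0663 to 0.139). The chemokine list was lost without control #37 (adjusted p = 0.101) or #13 (0.11), WT #30 (0.0785) or #61 (0.121), or GFP #24 (0.0685) or #50 (0.0594), and the NF-kB list without control #13 (0.286), WT #30 (0.0609), WT #61 (0.0928), GFP #24 (0.0685) or GFP #50 (0.0594).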

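CXCL8, a neutrophil-attracting chemokine, was at 8.44 ± 4.77 TPM (SD, n = 4) in control ESCs, 2.59 ± 0.773 (n = 3) in ntESC WT and 2.56 ± 1.63 (n = 4) in ntESC GFP. The ntESC lines ranged from 1.08 to 4.75 and the control lines from 4.40 to 15.1, and the log2 fold change for the mean of WT and GFP was −1.64 (standard error 0.42, adjusted p = 0.154 from limma). CXCL1 was at 32.7 ± 20.4, 9.36 ± 7.07 and 13.9 ± 4.75 TPM in the same groups (−1.56, standard error 0.50, adjusted p = 0.213). CXCL2 was at 2.61 ± 1.12, 0.609 ± 0.599 and 0.581 ± 0.231 (−2.23, standard error 0.62, adjusted p = 0.165). The chemokine receptor gene CCR7 was at 9.18 ± 7.19, 3.25 ± 1.93 and 4.29 ± 1.81, and the unnamed LOC100400489 of Fig. 6H at 7.50 ± 5.78, 0.993 ± 0.822 and 1.11 ± 0.627 (−2.56, standard error 0.59, adjusted p = 0.123). CCR1 stayed below 0.4 TPM in every line and was not tested. The means of all these genes were lower in both ntESC groups, and none of those tested passed over all genes.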

Interestingly, despite widespread upregulation of ribosomal proteins as described above, some other ribosomal protein variants such as *RPL3-like* (*LOC103793262*) and *RPS2-like* (*LOC108592091* and *LOC100394437*) were downregulated in ntESCs. These results suggest that although the global gene expression pattern of ntESCs resembles that of IVF-derived ESCs (Figure 4B), a subset of genes remains incompletely reprogrammed and may underlie the reduced developmental potential of SCNT embryos.

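The RPL3-like gene LOC103793262 was lower in every ntESC line than in every control line. It fell from 7.58 ± 3.12 TPM (SD, n = 4) in control ESCs to 1.09 ± 0.225 (n = 3) in ntESC WT and 0.654 ± 0.206 (n = 4) in ntESC GFP, a log2 fold change of −2.63 in WT (standard error 0.34, adjusted p = 0.0183 from limma) and −3.32 in GFP (standard error 0.32, adjusted p = 8.0e-04). The fibroblast library read 0.779. The WT call was lost without control #13 (adjusted p = 0.0509) or WT #53 (adjusted p = 0.078).
The RPS2-like gene LOC100394437 was at 365 ± 144 TPM in the control lines (278 to 581) and at 324 in WT #30, but at most 0.333 in the other 6 ntESC lines and 0.664 in the fibroblasts. It fell in GFP (−11.29, standard error 1.93, adjusted p = 0.0375) and did not pass in WT (−7.17, standard error 2.08, adjusted p = 0.159), and the GFP call was lost without any 1 of the 4 control or 4 GFP lines (adjusted p = 0.0686 to 0.143). LOC108592091, also RPS2-like, had the same pattern of lines, with 61.9 ± 29.3 in the controls, 53.2 in WT #30 and at most 0.666 in the others (adjusted p = 0.162 for WT and 0.104 for GFP). LOC118148320 and LOC100399984, the other genes of Fig. 6G, gave log2 fold changes of −1.94 (standard error 0.89, adjusted p = 0.355) and −1.03 (standard error 0.56, adjusted p = 0.426) for the mean of both groups, and the control mean of LOC100399984 rests on #37 (63.2 TPM against 5.95 to 9.50 in the others). As unique mapping counts only the reads that set a copy apart, these values are uncertain.

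**Figure D3:**
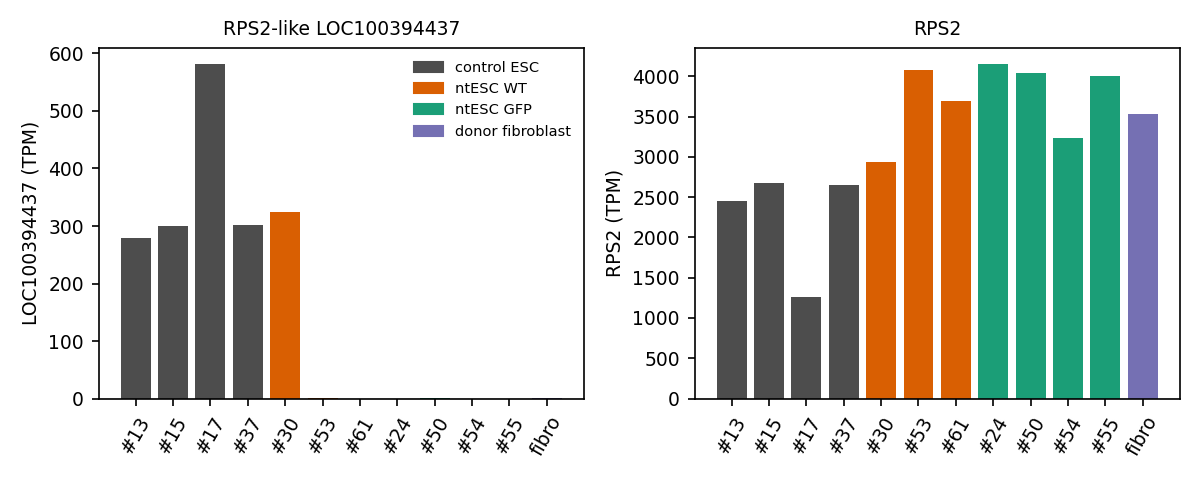
TPM of LOC100394437 and of RPS2 in each library of the stem cell table. LOC100394437 reads 278 to 581 in the control lines and 324 in ntESC WT #30 and is near 0 in the other ntESC lines and the fibroblasts, while RPS2 reads 1261 to 4147 in all of them.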

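Across the ntESC lines, the genes that passed the test were few beside the size of the transcriptome, and the lists of differentiated cells did not pass as groups in the mean of WT and GFP: mesoderm, 22 genes, adjusted p = 0.666, endoderm, 14 genes, adjusted p = 0.724, and surface ectoderm, 7 genes, adjusted p = 0.618. Lists of 2 other processes that could mark incomplete reprogramming did not pass in camera for the mean either. Of 18 genes of the H3K9 methylation machinery, 0 passed and 2 were lower when adjusted over the list alone (adjusted p = 0.666 for the list). The 20 imprinted genes gave an adjusted p of 0.203 in camera. They passed fry's test for change in either direction, which does not compare a list with other genes (adjusted p = 0.0061). In ntESC WT alone both lists passed that fry test (adjusted p = 0.0269 each). Germline genes were higher in GFP (adjusted p = 0.0012, adjusted p = 0.622 with an estimated correlation) and lower in WT (adjusted p = 0.0357, adjusted p = 0.755 with an estimated correlation). The median log2 deviation from the control mean was −1.473 in WT #30, −0.978 in WT #53 and 0.128 in WT #61. It was 0.586 to 1.101 in the GFP lines and −0.479 to 0.453 in the control lines. The fall in WT thus rests on WT #30 and #53, the lines with many raised lineage markers. The direct comparison of WT with GFP gave 10 of 14 lower in WT when adjusted over the list alone (median −1.54, adjusted p = 1.17e-05, adjusted p = 0.736 with an estimated correlation). The piRNA pathway gene PIWIL1 passed over all genes in that comparison (adjusted p = 0.00822 from limma) and without each line in turn (at most 0.0410). Without WT #30 and #53, chosen after the data were seen, WT is #61 alone, with its spread taken from the other groups. PIWIL1 stayed lower in WT there, but 1 line allows no test of its own. The WT call of the germline list was lost without control #37 (adjusted p = 0.0569), control #13 (0.186), WT #30 (0.468) or GFP #54 (0.0523).
In simulated data of the same size, limma recovered 44.8% of genes changed 2-fold, 88.1% changed 4-fold and 93.9% changed 8-fold in the mean of WT and GFP. The simulation drew each gene independently, with equal spread in all groups. It holds no pattern shared by lines, such as that of WT #30 and #53, so these shares may not hold for the real lines. At an unadjusted p under 0.05 from limma there were 2294 of 16118 genes in the mean. From the clustering of ntESCs with control ESCs in the PCA and the genes past the 2-fold rule, the paper proposes that the global expression of ntESCs resembles that of ESCs from fertilized embryos, while a subset of genes stays incompletely reprogrammed and may underlie the lower developmental potential of SCNT embryos.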

## Discussion

In this study, we established ntESC lines from common marmoset SCNT embryos using a combinatorial epigenetic enhancement protocol that included TSA treatment, *Kdm4d* mRNA injection, and G9a/EHMT2 inhibition. This strategy enabled the derivation of blastocysts and stable ntESC lines from both WT and GFP-transgenic donor cells, representing a significant breakthrough in overcoming the developmental arrest that has previously limited SCNT in marmosets. The ntESC lines displayed typical primed marmoset ESC morphology, expressed core pluripotency markers, and propagated over the long term. Karyotypes were largely stable across early passages, with only one line showing a structural rearrangement at a later passage. Nuclear microsatellite genotyping and mitochondrial D-loop sequencing verified that these cell lines act as bona fide SCNT-derived cell lines. Together, these data demonstrate that our optimized protocol reliably captures the donor nuclear genome in a pluripotent state.

How TSA, *Kdm4d*, and G9a inhibition act synergistically to improve reprogramming remains a key mechanistic question. Each of these agents targets distinct aspects of the repressive H3K9 chromatin landscape. TSA promotes global histone acetylation and chromatin accessibility, facilitating transcriptional reactivation after nuclear transfer (Kishigami et al., 2006). *Kdm4d* actively removes this repressive mark at key loci, including ZGA regions, thereby enhancing developmental gene expression (Matoba et al., 2014). G9a inhibition further reduces H3K9me2/3 levels by blocking the activity of a major H3K9 methyltransferase (Matoba et al., 2024). The combinatorial use of these agents may thus exert complementary effects. This multi-pronged approach, targeting H3K9 methylation, could allow more complete resetting of epigenetic memory and support more faithful reprogramming of somatic nuclei toward pluripotency.

Transcriptomic comparisons revealed notable differences between ntESCs and control ESCs, with some patterns being conserved across lines, while others appeared more line specific. Among the more variable changes, some ntESC lines exhibited precocious and clustered upregulation of HOX genes (Figure 6C), which are normally repressed in the pluripotent state and activated later during differentiation (Hubert and Wellik, 2023). 

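The HOX genes raised in ntESC WT #30, WT #53 and GFP #50 were compared with the fibroblast library, a single culture that allows no test. It is of a wild-type donor, and no library of the GFP donor fibroblasts of #50 was used here. HOXC8 at 194 TPM, HOXC5 at 6.27 and HOXA4 at 1.62 were all higher in the fibroblasts than in any ntESC line. Of the 14 HOX genes raised in WT #30, 8 were under 1 TPM in the fibroblasts, as were 9 of the 25 in WT #53 and 3 of the 6 in GFP #50. HOXB1 to HOXB9 in WT #30 were over 2 times the fibroblast level.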

Their aberrant activation in specific ntESC lines likely reflects incomplete silencing of somatic gene expression programs that were highly expressed in donor fibroblasts. Since these HOX genes are physically clustered in the genome, the phenomenon may also be influenced by regional epigenetic resistance to reprogramming, such as incomplete resetting of topologically associating domains (Lonfat and Duboule, 2015). Similarly, a subset of CXCL genes was downregulated in certain ntESC lines (Figure 6H), and these also tended to form genomic clusters. The presence of these expression clusters points to the importance of further studies on chromatin domain remodeling during reprogramming.

Interestingly, ribosome-associated genes showed a more consistent trend across ntESC lines (Figures 6D and 6G). Both up- and downregulation of genes encoding 40S and 60S ribosomal subunits were detected, suggesting widespread perturbation of the translational machinery. Notably, alterations in ribosomal gene expression have been implicated in a class of disorders known as ribosomopathies (Kang et al., 2021). Subtle imbalances in ribosome biogenesis and function can also affect stem cell lineage commitment and genome integrity via the p53 pathway (Zhou et al., 2015). The consistent dysregulation of ribosomal protein genes may reflect a common vulnerability of reprogrammed cells to defective ribosome homeostasis. Further investigation is warranted to determine whether ribosome-associated abnormalities contribute to the functional limitations of ntESCs in primates.

In summary, this study demonstrated that an optimized combination of epigenetic modifiers, TSA, *Kdm4d*, and G9ai, all of which target H3K9 methylation, enabled efficient production of blastocysts through SCNT and led to the successful derivation of ntESCs in the common marmoset. Beyond H3K9me3, persistent H3K4me3 (Liu et al., 2016), aberrant DNA methylation (Gao et al., 2018; Matoba et al., 2018), and failures in non-canonical imprinting governed by H3K27me3 also impair developmental potential in mice (Inoue et al., 2020; Matoba et al., 2018, 2022; Wang et al., 2020). Although these mechanisms remain to be investigated in the marmoset, overcoming these targets may enhance cloning efficiency and pluripotent cell quality in marmosets. More importantly, improving oocyte quality by using *in vivo* matured MII oocytes may further enhance the overall efficiency of embryonic development following SCNT. Similarly, finding the most suitable donor cell type for SCNT may help increase efficiency of reprogramming, as cumulus cells obtained from *in vitro* matured oocytes showed unexpectedly low efficiency. Together, our findings lay the foundations for improving nuclear reprogramming in the marmoset and suggest that broader epigenetic editing strategies may be required to fully reset somatic memory and unlock the full developmental potential of SCNT-derived embryos and ESCs in primates.

## Methods

### Animals

All animal experiments were approved by the Institutional Animal Care and Use Committee of the Central Institute for Medicine and Life Science in Japan (approval numbers: 2020–2023 20049A, 2024–2025 AIA240014, and AIA240127) and were conducted in accordance with institutional and national guidelines. Adult female common marmosets were obtained from CLEA Japan, Inc., National Center of Neurology and Psychiatry, and Primate Research Institute of Kyoto University. NOG (NOD/Shi-scid, IL-2Rγ null) mice were purchased from CLEA Japan, Inc.

### Somatic cell nuclear transfer

MII oocytes were enucleated in HEPES-buffered CZB medium containing cytochalasin B. Cumulus cells were pipetted though a thin glass needle to isolate nuclei, which were then directly injected into the enucleated oocyte cytoplasm using piezo-assisted micromanipulation, without requiring cell fusion. For fibroblasts, membrane-intact cells were inserted to the perivitelline space of the enucleated oocytes with HVJ-E (Ishihara Sangyo, Japan) to induce donor cell-ooplasm fusion. After reconstitution, oocytes were rested in porcine oocyte medium (IFP1010P, Research Institute for the Functional Peptides, Japan) for 1 h and then activated by 5-min exposure to ionomycin, followed by 6-h culture in medium containing 6-DMAP and TSA. TSA treatment was continued for an additional 3 h (8 h total). *Kdm4d* mRNA was injected at a concentration of 1,500 ng/μL (∼10–20 pL per embryo) 5–6 h post-activation (Matoba et al., 2014; 2018). Embryos were then cultured in Sequential Cleav medium (83040010A, CooperSurgical, USA) until 8-cell stage, followed by transfer to Sequential Blast medium (83050010A, CooperSurgical). In some experiments, 1 μM RK-701 (G9a/EHMT2 inhibitor; Matoba et al., 2024) was added at the time of activation and maintained for 24 h.

### Derivation and culture of ntESC lines

ntESCs were established by the feeder-free protocol (Kishimoto et al., 2021). In short, SCNT blastocysts (day 8–12) were treated with acidified Tyrode’s solution (10605000, CooperSurgical) to remove the zona pellucida. Embryos were plated onto iMatrix-551 silk (387-1013, Fujifilm Wako Pure Chemical Corporation, Japan)-coated plates (Nippi, Japan; 0.5 μg/cm^2^) and cultured in conditioned medium for ESC (CMESC) supplemented with 4 ng/mL human recombinant basic fibroblast growth factor (bFGF) (RCHEOT002, REPROCELL, Japan). CMESC was prepared by culturing irradiated MEF feeder cells in Primate ES Cell Medium (RCHEMD001, REPROCELL) for 24 h. Outgrowths were observed within 4–10 days. When the cell colonies expanded, they were dissociated using Accutase (12679-54, Nacalai Tesque, Japan) and passaged onto new iMatrix-coated plates. After every passage, Y-27632 (#72308, Stemcell Technologies Inc., Canada) was added to the culture medium at 10 μM for 1 day to support the survival of dissociated ESCs. Media were replaced every 1–2 days.

### Embryoid body formation and teratoma assay

To evaluate *in vitro* differentiation potential, ESCs or ntESCs were dissociated using Accutase, and 1–3 × 10^6^ cells were cultured in non-adherent dishes with the Primate ESC Medium containing 5% KnockOut Serum Replacement (KSR, 10828010, Thermo Fisher Scientific, USA). Y-27632 (50 μM) was added on day 1. EBs were cultured for 30 days, and samples were harvested for immunostaining and RNA-seq.

For *in vivo* differentiation, teratoma assays were performed by injecting 1 × 10^6^ ESCs/ntESCs into the kidney capsule of 8-week-old immunodeficient NOG mice. After 6–10 weeks, teratomas were excised, fixed in 4% paraformaldehyde (09154-85, Nacalai Tesque), embedded in paraffin, sectioned, and stained with H&E for histological analysis.

### Karyotype analysis

Karyotype analysis was performed on all ntESC lines using a modified Q-banding method (Sasaki et al., 2005; Sugawara et al., 2006). Cells in logarithmic growth phase were treated with 100–200 ng/mL colcemid (15212012, Thermo Fisher Scientific) for 90–180 min at 37°C in 5% CO_2_. Then the cells were harvested using Accutase and resuspended in 0.075 M KCl (10575090, Thermo Fisher Scientific) for 20 min at room temperature for hypotonic treatment. After fixation in methanol:acetic acid (3:1), the cells were dropped onto glass slides and air-dried overnight.

For chromosome counting, slides were stained with 5% Giemsa solution for 10 min, and metaphase spreads were examined under a microscope. At least 28 metaphases were analyzed per line to determine the modal chromosome number. Structural abnormalities were detected using quinacrine mustard (50 μg/mL) and Hoechst 33258 (23491-45-4, DOJINDO, Japan) staining, followed by fluorescence microscopy (DM6000B, Leica, Germany) and imaging with the Leica CytoVision system (Leica). Five or more metaphases were examined for each line.

### DNA extraction and genotyping

Genomic DNA was extracted from donor fibroblasts, established ntESCs, and recipient oocyte donors (hair roots). Samples were incubated overnight at 55°C in lysis buffer (100 mM Tris-HCl pH 7.5, 20 mM EDTA, 165 mM NaCl, 1% SDS, and 70 μg/mL proteinase K). DNA was extracted with phenol:chloroform:isoamyl alcohol and precipitated with ethanol.

Microsatellite genotyping was performed using primers specific to 12 polymorphic microsatellite markers. The analysis method for microsatellite markers located on 10 autosomes has been described previously (Takahashi et al., 2014). For the sex chromosomes, the primers were newly designed in the present study (Table S4). PCR products were analyzed using a SeqStudio8 Genetic Analyzer (Thermo Fisher Scientific) with GS500 LIZ size standard, and allele sizes were determined using GeneMapper 4.0 software (Thermo Fisher Scientific).

### Mitochondrial DNA analysis

The mitochondrial DNA (mtDNA) of ntESCs, donor fibroblasts, and oocyte donors were analyzed by sequencing the hypervariable D-loop region. mtDNA was amplified by PCR using the following primers:

• CJ-D-loop-F1: 5′-GGAGAGAATATTTAATTCCACC-3′.
• CJ-D-loop-R1: 5′-GTTTGAGGTATGCGAGGAGTAACGG-3′.

(Reference: Accession AB525908, unpublished, Takabayashi and Katoh). PCR was performed using KOD One (KMM-101, TOYOBO, Japan) with a two-step protocol (98°C for 10 s, 60°C for 20 s, 30 cycles). PCR products were separated by 1.5% agarose gel electrophoresis, purified, and sequenced directly using the same primers.

### RNA-seq and transcriptome analysis

RNA-seq was performed on IVF/NAT ESCs between passages P7 and P21 and on ntESCs between passages P5 and P10. Total RNA was extracted from ESCs/ntESCs, fibroblasts, and EBs/ntEBs using RNeasy Mini kit (74104, Qiagen GmbH, Germany). Library preparation and sequencing were performed using a TruSeq stranded mRNA library prep kit (RS-122-2101, Illumina, USA) and sequenced on NovaSeq 6000 (Illumina) or NovaSeq X Plus (Illumina) to generate 100-bp paired-end reads.

Adaptor and low-quality sequences were removed using fastp (version 0.20.1) with the “-l 20 -q 20” options (Chen et al., 2018). The remaining reads were mapped to marmoset genome (calJac4) using STAR (version 2.7.8a) with the “--outFilterMultimapNmax 1 --outFilterMismatchNmax 1” option (Dobin et al., 2013). Uniquely mapped read counts for each gene were calculated using featureCounts (subread version 2.0.6) (Liao et al., 2019), and then transcripts per million in each gene were calculated using Python. Sex chromosomes were excluded in this analysis because the proportion of male and female cells differs between conditions. Bar plots, PCA plots, Venn diagrams and heatmaps were generated using Python. Genes exhibiting at least a 2-fold increase or decrease of expression in ntESC WT or ntESC GFP compared to IVF/NAT ESC were defined as differentially expressed genes (DEGs). 

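Under the fold rule the pseudocount decides how genes near 0 count. With 0.001, the value from which the log2 columns of Table S2 follow, 752 genes were higher and 350 lower in both ntESC groups. With 0.1 the counts were 195 and 135, with 1 they were 44 and 46, and among genes with a mean of at least 0.5 TPM they were 177 and 94. The groups share their control lines, so some genes pass in both by chance: simulated groups with no change gave 293 higher and 134 lower in both over 20 simulations, and independent lists of the observed sizes would share 222 and 109. With the controls split so that each ntESC group had controls of its own, 695 and 247 genes were shared, where independent lists would share 353 and 122. The simulation drew normal values, and independent lists take all genes as equally likely to pass. Most genes past the rule lie near 0 TPM, so both baselines may be too low. Of 100 splits of the same lines, the real one among them, 31 gave at least 752 higher genes and 89 at least 350 lower. An excess over chance is therefore not shown.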

GO analysis was performed using DAVID (Huang et al., 2009).

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Shogo Matoba ().

### Materials availability

All ntESCs generated in this study are available from the lead contact with a completed materials transfer agreement.

### Data and code availability

The accession number for the RNA-seq data reported in this paper is GEO: GSE305965.

## Acknowledgments

We thank Dr. Keiko Kishimoto for providing marmoset ESCs, Dr. Hiroshi Suemizu for helpful discussion, and Ayano Tsukahara for technical assistance. This study was supported by 10.13039/100009619Japan Agency for Medical Research and Development (AMED) under grant number 21dm0207118h0001 (S.M.), 19dm0207065h0001 (E.S.) (Brain Mapping by Integrated Neurotechnologies for Disease Studies [Brain/MINDS]), and 10.13039/501100001691JSPS KAKENHI grant numbers JP25K02201 (S.M.), JP25H01356 (S.M.), JP19H05759 (E.S.), and JP19H05758 (A.O.).

## Author contributions

S.M., Y.K., E.S., and A.O. conceived the project and designed the experiments. S.M. and Y.K. performed most of the experiments. S.F. and S.M. analyzed the RNA-sequencing data. Y.Y. and N.O. helped in the SCNT experiments. H.S. and M.Y. performed nuclear and mitochondrial DNA analysis. N.Y., T.H., and Y.H. performed teratoma formation assay. S.M. and Y.K. wrote the manuscript.

## Declaration of interests

The authors declare no competing interests.

## Supplemental information

Document S1. Figures S1 and S2, Tables S1, S4, and S5, and supplemental methods

Table S2. RNA sequencing data comparing control ESC and ntESC

Table S3. RNA sequencing data comparing control EB and ntEB

Document S2. Article plus supplemental information

# Supplementary material for: Derivation of embryonic stem cells from cloned blastocysts using improved somatic cell nuclear transfer in common marmosets
**Source:** Stem Cell Reports. 2025 Nov 13;20(12):102710. doi: 10.1016/j.stemcr.2025.102710
**Supplement:** Document S1. Figures S1 and S2, Tables S1, S4, and S5, and supplemental methods

Supplemental Information

Derivation of embryonic stem cells from cloned blastocysts using improved somatic cell nuclear transfer in common marmosets

Shogo Matoba, Yoko Kurotaki, Satoshi Funaya, Yuko Yamada, Narumi Ogonuki, Haruka Shinohara, Masafumi Yamamoto, Nao Yoneda, Takaya Homma, Yuichiro Higuchi, Erika Sasaki, and Atsuo Ogura

Supplemental Figures

A

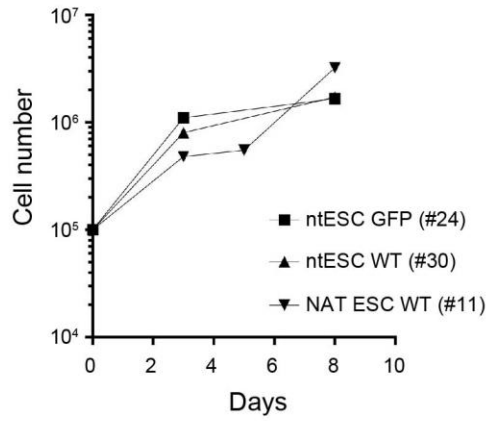

B

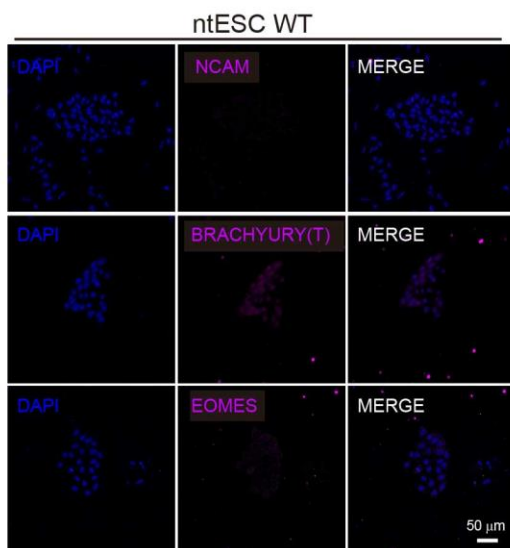

C

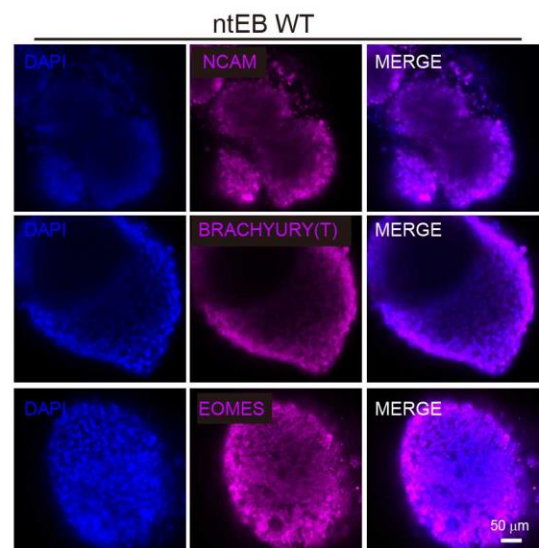

Figure S1. Proliferation and in vitro differentiation of ntESCs to form ntEBs, related to Figure 5

(A) Proliferation of ESCs and ntESCs. (B-C) Immunostaining (B) ntESCs and (C) ntEBs of WT #61 line for markers of three germ layers.

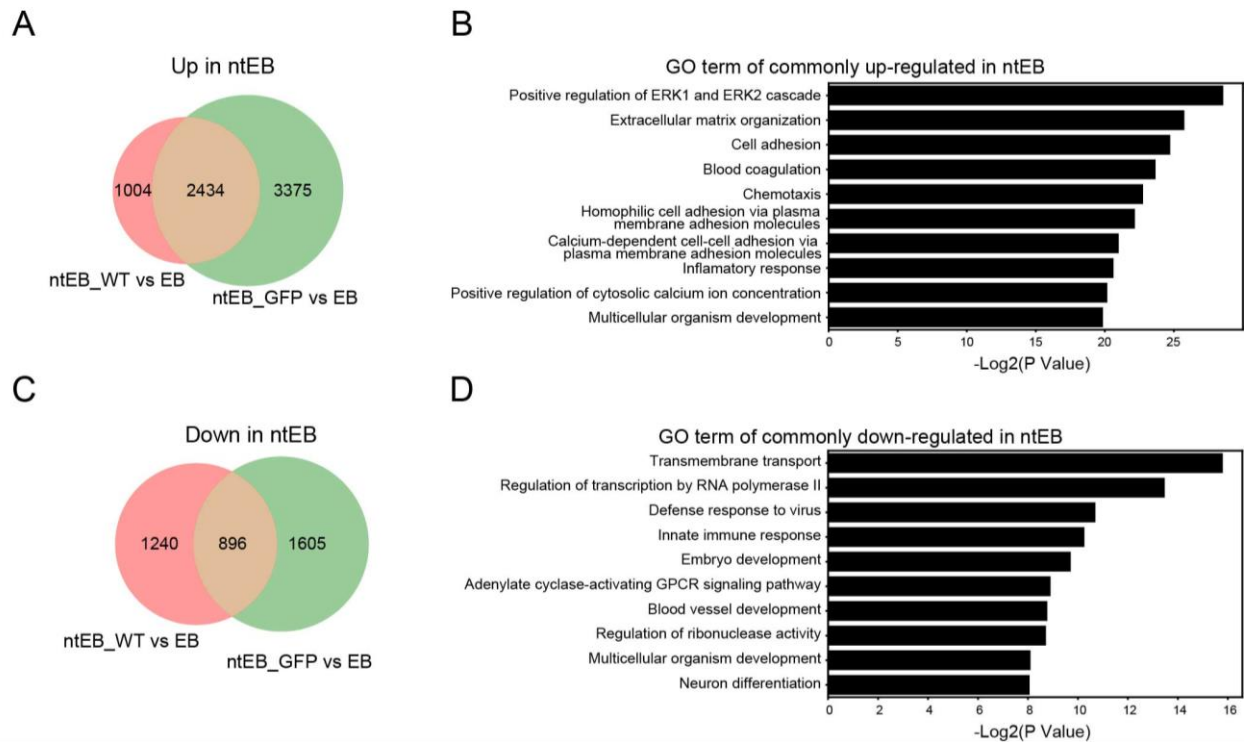

Figure S2. Abnormally expressed genes in ntEB, related to Figure 6

(A) Venn diagram showing commonly upregulated genes in ntEB.

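By the same 2-fold rule with a pseudocount of 0.001, 3437 genes were higher in ntEB WT than in control EBs, 5808 were higher in ntEB GFP, and 2433 in both. Simulated groups with no change shared 914 genes against these 3 control libraries, and independent lists of the observed sizes would share 876. The controls are too few to be split, so part of the excess may come from the shared controls. Of 100 splits of the same EB lines, the real one among them, 5 gave at least 2433, so chance is not excluded. With a pseudocount of 0.1 the shared count was 1331, and with 1 it was 376.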

(B) GO term enriched in the commonly upregulated genes in ntEB.

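Lower than in control EBs were 2136 genes in ntEB WT and 2501 in ntEB GFP, and 896 in both by the 2-fold rule, where simulated unchanged groups shared 311 and independent lists of these sizes would share 234. With a pseudocount of 0.1 in place of 0.001 the shared count was 591, with 1 it was 274, and among genes with a mean of at least 0.5 TPM it was 447. The count was 1675 without ntEB WT #61. Of 100 splits of the same EB lines, the real one among them, 50 gave at least 896, so chance is not excluded.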

(C) Venn diagram showing commonly downregulated genes in ntEB.

(D) GO term enriched in the commonly downregulated genes in ntEB.

Supplemental Tables

Table S1. List of established ntESCs in this study, related to Figure 3

*NAT and IVF derived ESCs were reported in Kishimoto et al. 2021.

Table S2. RNA-sequencing data comparing control ESC and ntESC, related to Figures 4, 5 and 6 (see Excel file)

Table S3. RNA-sequencing data comparing control EB and ntEB, related to Figures 5 and S2 (see Excel file).

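The table gives TPM per line, and a fold change between groups is the log2 ratio of 2 group means with 0.001 added, over 3 lines for control EB, 3 for ntEB WT and 2 for ntEB GFP. A gene listed at 0 in the control EBs therefore shows a large ratio whatever its level. S100P shows a case with high values: its mean of 1861 TPM in control EBs stands beside 188, 298 and 2081 in the 3 ntEB WT lines, a spread that the ratio of means leaves out. The extracellular matrix gene COL1A2 likewise had 3464 in WT #53 and 2631 and 2676 in the GFP lines.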

Table S4. List of primers used for microsatellite marker analysis, related to Figure 3

Table S5. List of antibodies used for immunofluorescence staining, related to Figures 1 and 4

Supplemental methods

Oocyte collection and in vitro maturation

Oocyte retrieval was performed as previously described (Kurotaki and Sasaki, 2017; Sato et al., 2016; Takahashi et al., 2014; Tomioka et al., 2012). To synchronize the estrous cycle, female common marmosets were injected intramuscularly with 0.8 µg of prostaglandin F2α (MSD Animal Health, USA) to induce luteolysis. The next day, serum progesterone concentration was confirmed to have decreased, and ovarian stimulation was initiated. Recombinant follicle-stimulating hormone (rFSH; 25 IU/head; Gonal-f 150IU, Merck, Germany) was administered intramuscularly every second day for 9 days. On the evening of day 10, human chorionic gonadotropin (hCG; 75 IU/head; ASKA Pharmaceutical, Japan) was injected. Oocyte pick-up (OPU) was performed by laparotomy 18 hours after hCG injection.

For pre-anesthesia, animals were given 0.15 ml of an MMB cocktail (medetomidine 0.04 mg/kg, midazolam 0.4 mg/kg, butorphanol 0.4 mg/kg and saline at a 1:2:2:5 ratio: Dexmedetomidine, Sandoz, Japan; Midazolam, Teva Takeda Pharma, Japan; Vetorphale, Meiji Seika Pharma, Japan; and saline, Otsuka Pharmaceutical, Japan). To prevent infection and dehydration, ampicillin (15 mg/kg, Fujita Pharmaceutical, Japan) and an electrolyte solution (KN No. 1, Otsuka Pharmaceutical) were administered intramuscularly. Anesthesia was maintained using 1.0%–3.0% isoflurane with a face mask. After oocyte retrieval, the animal's abdomen was sutured, and the animal was rested for at least 2 months before the next OPU. Atipamezole (0.20 mg/kg, Nippon Zenyaku Kogyo, Japan) was administered for recovery. For post-operative care, ketoprofen (1.2 mg/kg, Nissin Pharmaceutical, Japan) and ampicillin (15 mg/kg) were administered daily for three days.

Oocytes were aspirated from ovarian follicles using a 25-gauge needle and cultured in porcine oocyte medium (POM) (IFP1010P, Research Institute for the Functional Peptides, Japan). The retrieved GV oocytes were matured in vitro in POM supplemented with 0.15 IU/mL hFSH, 10 IU/mL hCG and 5% FBS for 24 hours under controlled conditions of 37.5 °C in a humidified atmosphere containing 5% CO₂ and 5% O₂ in air. Cumulus cells were removed by hyaluronidase treatment, and MII oocytes were selected for SCNT.

Preparation of donor cells

Somatic cells used for nuclear transfer included cumulus cells and fibroblasts. Cumulus cells were collected by enzymatic dissociation of cumulus-oocyte complexes obtained from in vitro-matured oocytes derived from WT female marmosets.

Fibroblasts were isolated from ear skin biopsies of WT and GFP-transgenic marmosets using standard tissue digestion protocols. Cells were cultured for several days and frozen at early passages (P3–P6). For SCNT, fibroblasts were thawed and seeded into 60-mm culture dishes (3010-060, AGC Techno Glass, Japan) 7 days prior to use. After reaching confluency, cells were maintained for several days to synchronize in the G1/G0 phase.

Immunofluorescence staining

SCNT embryos, ntESCs, or ntEBs were fixed with 4% PFA in PBS for 30 minutes at room temperature, washed with PBS, and permeabilized with 0.5% Triton X-100 for 10 minutes. After blocking with 5% FBS in PBS for 30 minutes, embryos or cells were incubated overnight at 4 °C with primary antibodies (Table S5). After washing, samples were incubated with Alexa Fluor 555-conjugated donkey anti-rabbit IgG, Alexa Fluor 647-conjugated donkey anti-mouse, or anti-rabbit IgG secondary antibodies (Thermo Fisher Scientific) for 30 minutes at room temperature. Nuclei were stained with DAPI (P36931, Invitrogen, USA) or Hoechst 33342 (346-07951, DOJINDO). Samples were visualized using an IX71 fluorescence microscope (Olympus, Japan) or LSM880 confocal microscope (Zeiss, Germany).

Supplemental references

Kurotaki, Y., and Sasaki, E. (2017). Practical reproductive techniques for the common marmoset. *J. Mamm. Ova Res.* 34, 3–12. 10.1274/032.034.0103.

Sato, K., Oiwa, R., Kumita, W., Henry, R., Sakuma, T., Ito, R., Nozu, R., Inoue, T., Katano, I., Sato, K., et al. (2016). Generation of a nonhuman primate model of severe combined immunodeficiency using highly efficient genome editing. *Cell Stem Cell* 19, 127–138. 10.1016/j.stem.2016.06.003.

Takahashi, T., Hanazawa, K., Inoue, T., Sato, K., Sedohara, A., Okahara, J., Suemizu, H., Yagihashi, C., Yamamoto, M., Eto, T., et al. (2014). Birth of healthy offspring following ICSI in in vitro-matured common marmoset (*Callithrix jacchus*) oocytes. *PLoS One* 9, e95560. 10.1371/journal.pone.0095560.

Tomioka, I., Takahashi, T., Shimada, A., Yoshioka, K., and Sasaki, E. (2012). Birth of common marmoset (*Callithrix jacchus*) offspring derived from in vitro-matured oocytes in chemically defined medium. *Theriogenology* 78, 1487–1493. 10.1016/j.theriogenology.2012.06.024.

# Supplementary material for: Derivation of embryonic stem cells from cloned blastocysts using improved somatic cell nuclear transfer in common marmosets
**Source:** Stem Cell Reports. 2025 Nov 13;20(12):102710. doi: 10.1016/j.stemcr.2025.102710
**Supplement:** Document S2. Article plus supplemental information

Derivation of embryonic stem cells from cloned blastocysts using improved somatic cell nuclear transfer in common marmosets

Shogo Matoba,^{1,2,10,11,*} Yoko Kurotaki,^{1,3,10} Satoshi Funaya,¹ Yuko Yamada,⁴ Narumi Ogonuki,¹ Haruka Shinohara,⁴ Masafumi Yamamoto,⁵ Nao Yoneda,⁶ Takaya Homma,⁶ Yuichiro Higuchi,⁶ Erika Sasaki,^{4,7,*} and Atsuo Ogura^{1,8,9,*}

¹⁰These authors contributed equally

¹¹Lead contact

<https://doi.org/10.1016/j.stemcr.2025.102710>

SUMMARY

The common marmoset (*Callithrix jacchus*) is a genetically modifiable non-human primate increasingly used in biomedical research. Here, we established a method for deriving embryonic stem cells (ESCs) from blastocysts generated by somatic cell nuclear transfer (SCNT) in the marmoset. Injection of histone demethylase *Kdm4d* mRNA enabled efficient reprogramming of somatic nuclei, allowing blastocyst formation in 14.5% from fibroblasts. Combining this method with a G9a/EHMT2 histone methyltransferase inhibitor improved blastocyst quality and allowed derivation of nuclear transfer ESCs (ntESCs), including wild-type and GFP-transgenic lines. These ntESCs exhibited normal karyotypes and pluripotency. Nuclear and mitochondrial DNA analyses confirmed their nuclear donor origin and cytoplasmic inheritance from recipient oocytes. Transcriptome analysis identified abnormally expressed genes in ntESCs present in a line-dependent and independent manner, suggesting partial reprogramming resistance. Our study establishes a marmoset SCNT method enabling derivation of ntESCs and provides a new platform for preserving and engineering marmoset genetic resources.

INTRODUCTION

The common marmoset (*Callithrix jacchus*) has become an increasingly important non-human primate model in biomedical research because of its small body size, rapid reproductive cycle, and expanding tractability to genetic manipulation (Inoue et al., 2023; Kurotaki and Sasaki, 2017; Mansfield, 2003). Unlike macaques, marmosets often produce multiple neonates in the litter and reach sexual maturity quickly, making them well suited for transgenerational studies and disease modeling. Transgenic and genome-edited marmosets have been produced using approaches such as lentivirus vector-based transgenesis (Heide et al., 2020; Sasaki et al., 2009) or genome editing in zygotes or early embryos (Abe et al., 2021; Sato et al., 2016, 2024). These approaches have generated novel genetic models suitable for neuroscience studies (Sato and Sasaki, 2018) and those on evolution (Heide et al., 2020). Even so, the overall efficiency of generating and propagating genetically modified lines remains low, and robust technologies for preserving or expanding specific geno-

types, and particularly from valuable or difficult-breed founders, are still underdeveloped in this species.

Somatic cell nuclear transfer (SCNT) is a powerful technique that allows the reprogramming of a somatic nucleus into a totipotent state by transferring it into an enucleated oocyte (Matoba and Zhang, 2018). SCNT has been successfully applied to generate cloned animals in a wide variety of mammalian species, including mice, cows, pigs, and cynomolgus monkeys (Liu et al., 2018; Matoba and Zhang, 2018; Ogura et al., 2021). In the common marmoset, however, reconstructed SCNT embryos have shown poor developmental competence, with most embryos arresting development before the morula stage and no reports of blastocyst formation or viable offspring to date (Sotomaru et al., 2009). Work in mice and other species has established that persistent epigenetic barriers—most notably donor cell-derived repressive histone mark H3K9me3, DNA methylation, and loss of H3K27me3-mediated imprinting—impede zygotic genome activation (ZGA) and downstream development in SCNT embryos (Liu et al., 2016; Matoba et al., 2014; Xu et al., 2023).

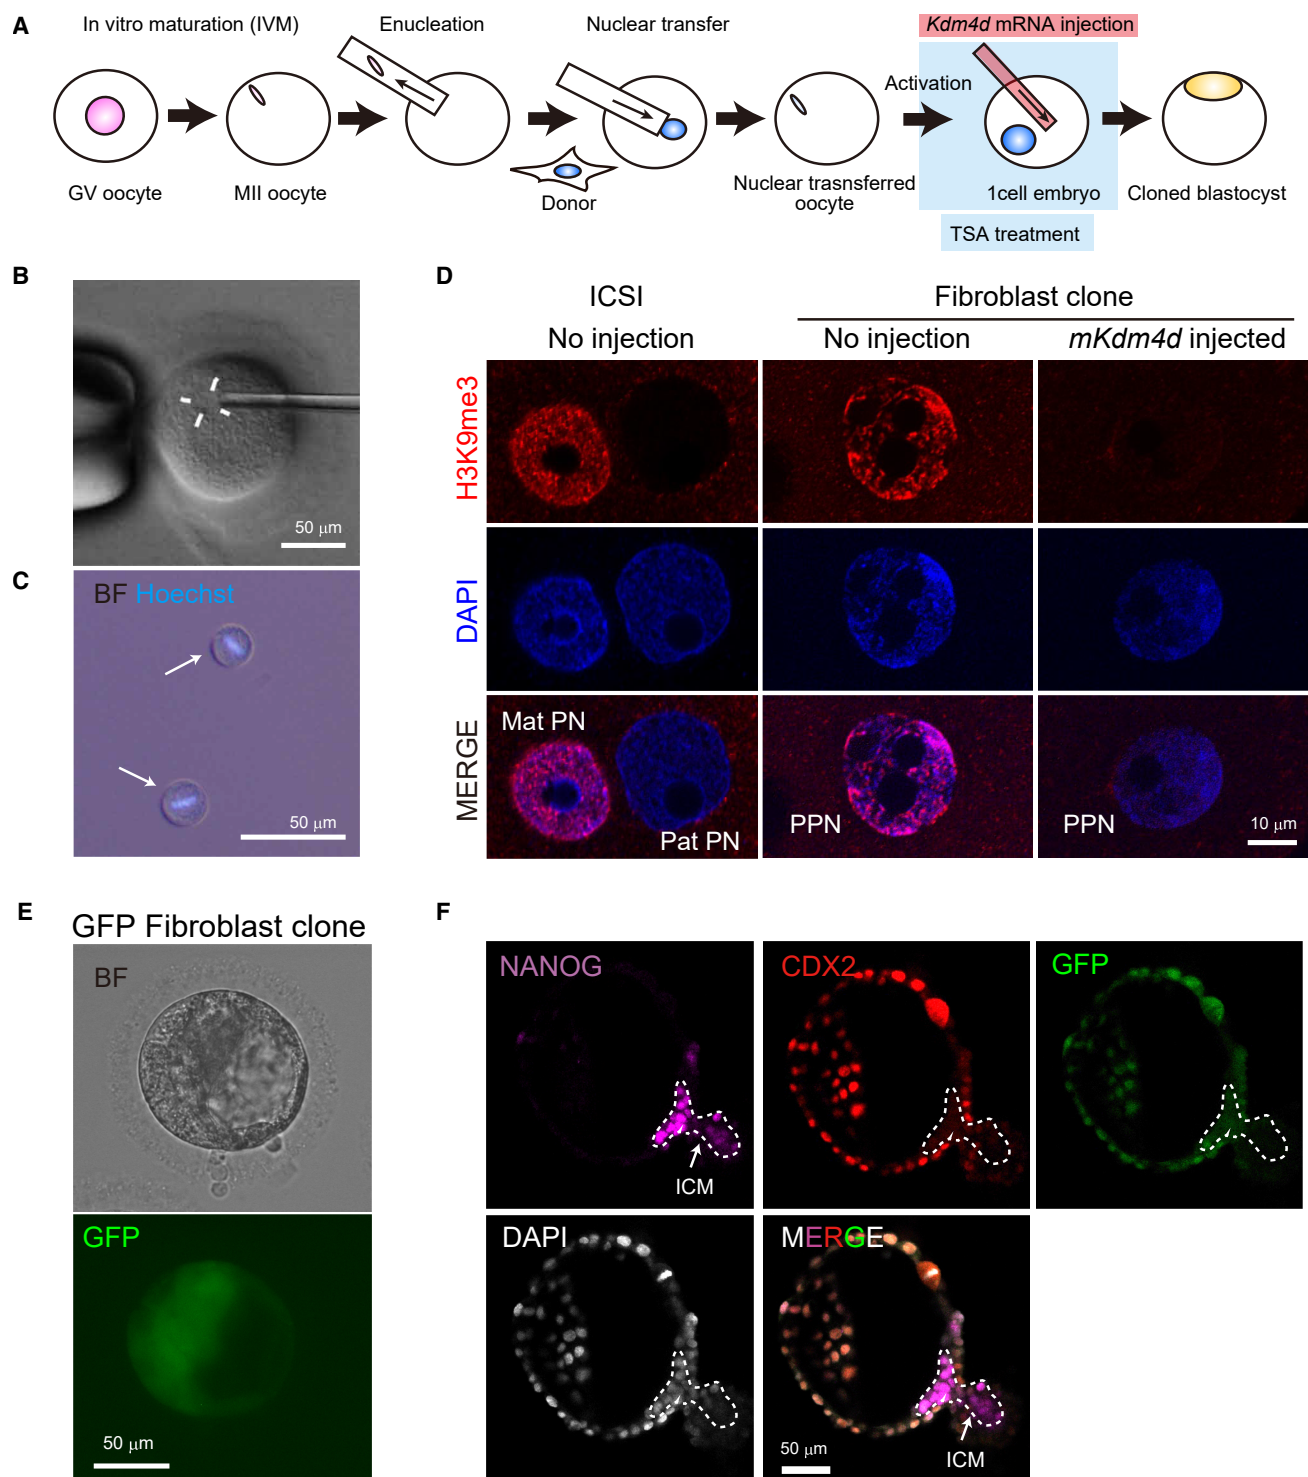

Figure 1. Establishment of basic procedures of SCNT in marmosets

(A) Schematic overview of the SCNT procedure. Germinal vesicle-stage oocytes were matured *in vitro*, enucleated, and fused or injected with donor somatic cells. Reconstructed oocytes were activated to initiate development. The activated SCNT embryos were treated with TSA for 8 h and injected with mouse *Kdm4d* mRNA at the 1-cell stage.

(B) Enucleation step of marmoset MII oocyte. The metaphase spindle is marked by white lines. Scale bar, 50 μ m.

(legend continued on next page)

Several epigenetic interventions partially overcome these barriers. Expression of the H3K9me3 demethylase *Kdm4d* markedly improves the development of mouse, monkey, and human SCNT embryos (Chung et al., 2015; Liu et al., 2018, 2019; Matoba et al., 2014), while histone deacetylase inhibitors such as trichostatin A (TSA) or scriptaid enhance transcriptional reactivation and survival after nuclear transfer (Kishigami et al., 2006; Van Thuan et al., 2009). Use of other compounds, such as latrunculin A, which inhibits actin polymerization (Himaki et al., 2010; Terashita et al., 2012), and vitamin C, known to promote DNA demethylation (Blaschke et al., 2013), has also been reported to improve the embryonic development of SCNT embryos in various mammalian models (Fang et al., 2022; Miyamoto et al., 2017). More recently, our group also demonstrated that inhibition of the histone methyltransferase G9a/EHMT2 can further facilitate transcriptional reactivation in mouse SCNT embryos, primarily through reduction of the repressive H3K9me3 mark (Matoba et al., 2024). Whether these epigenetic barriers are conserved in the marmoset and whether overcoming them would similarly improve SCNT embryo development in this species remains unclear.

Here, we applied a combined epigenetic enhancement strategy—TSA exposure, *Kdm4d* mRNA injection, and G9a inhibition—to improve nuclear reprogramming after SCNT in the common marmoset. Using this approach, we obtained blastocysts at reproducible frequencies from fibroblast donors and, importantly, established multiple stable nuclear transfer embryonic stem cell (ESC) (ntESC) lines including those from transgenic marmoset. We characterize these ntESCs at cytogenetic, molecular, and functional levels and compare them with fertilization-derived marmoset ESCs. Transcriptomic analyses further uncover subsets of developmentally regulated and ribosome-associated genes that are aberrantly expressed in ntESCs, providing insights into residual reprogramming defects and directions for further optimization of SCNT in primates.

RESULTS

Establishment of basic SCNT procedures in marmosets

We first established basic procedures of SCNT in marmosets based on the protocol reported in a previous pa-

per (Sotomaru et al., 2009). Oocytes at the germinal vesicle stage were collected from ovaries of adult female marmosets following hormonal stimulation (Kurotaki and Sasaki, 2017) and underwent *in vitro* maturation to obtain matured metaphase II (MII) oocytes (Figure 1A). Chromosomes were removed from MII oocytes using micromanipulation in the presence of cytochalasin B (Figure 1B). DNA staining of the enucleated spindle within a small cytoplasm confirmed the effective enucleation (Figure 1C). We used adult fibroblasts derived from CAG-EGFP transgenic marmosets (here after referred to as GFP; Sasaki et al., 2009), as donor cells allowing for easy tracing of nuclear origin. These fibroblasts were cultured to confluency to enrich for cells in the G1/G0 phase and then fused with enucleated oocytes using inactivated hemagglutinating virus of Japan envelope (HVJ-E). The reconstructed oocytes were activated by ionomycin followed by 6-dimethylaminopurine (6-DMAP) treatment and cultured in a sequential embryo culture system (Figure 1A).

While intracytoplasmic sperm injection (ICSI) embryos developed into blastocysts at a rate of 35.4% in our institute (Takahashi et al., 2014), SCNT embryos derived from fibroblasts by the above method failed to progress beyond the 8-cell stage (Table 1). The SCNT embryos generated from cumulus cells of wild-type (WT) donor marmoset also arrested development before reaching the 8-cell stage (Table 1). This developmental arrest coincided with the timing of ZGA in marmosets (Boroviak et al., 2018), suggesting that insufficient reprogramming at this critical stage may underlie the failure of blastocyst formation, consistent with a previous report of marmosets (Sotomaru et al., 2009) and other species (Matoba and Zhang, 2018; Matoba et al., 2014). These results establish a baseline SCNT procedure in marmosets and highlight ZGA as a key bottleneck for developmental progression.

Kdm4d expression facilitates blastocyst formation in SCNT embryos

To overcome the developmental block observed at the 8-cell stage, we tested whether mRNA encoding mouse *Kdm4d* could improve SCNT embryo development in marmosets. We injected *Kdm4d* mRNA into SCNT embryos at 5–6 h after activation, and examined H3K9me3 levels at 5 h after mRNA

(C) The enucleated karyoplasm with spindle visualized by Hoechst 33342. White arrows indicate the karyoplasm containing spindle. Scale bar, 50 μ m.

(D) Immunofluorescence images of the 1-cell stage ICSI- or SCNT-generated (clone) embryos stained with H3K9me3 antibody. Embryos were stained 10 h after activation (5 h after *Kdm4d* mRNA injection). Note that H3K9me3 was completely depleted upon mouse *Kdm4d* mRNA injection. Mat PN, maternal pronucleus; Pat PN, paternal pronucleus; PPN, pseudo-promnucleus. Scale bar, 10 μ m.

(E) Morphology of the SCNT-generated blastocyst derived from donor fibroblasts of GFP-transgenic marmosets. The GFP signal confirms nuclear donor origin. Scale bar, 50 μ m.

(F) Representative images of SCNT blastocysts stained with inner-cell-mass-specific marker, NANOG, and TE-specific marker, CDX2. Scale bar, 50 μ m.

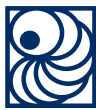

Table 1. Preimplantation development of marmoset SCNT embryos and derivation of ntESCs

Nuclear donor	Booster		Day 0	Day 1		Day 5–6		Day 7–10		ntESC establishment	
	Cell type	TSA	No. of oocyte donors	No. of reconstructed oocytes	No. of PN+	~7 cell	~8 cell	Blastocyst	Blastocyst rate (% per PN+)	No. of established ntESC lines	ntESC establishment rate (% per blast)
GFP	Fibroblast	+	-	6	6	2	0	0	0	-	-
		+	-	78	69	56	12	10	14.5	0	0.0
		+	+	13	13	11	2	0	0.0	0	0.0
		+	+	67	67	55	12	10	14.9	4	40.0
WT	Cumulus cell	+	-	34	30	13	0	0	0.0	-	-
		+	-	55	42	40	2	1	2.4	0	0.0
	Fibroblast	+	+	134	125	85	35	17	13.6	3	17.6

injection by immunostaining. In ICSI-generated embryos, H3K9me3 was specifically detected in the maternal pronucleus (PN) (Figure 1D), as reported previously (Ogonuki et al., 2018). Interestingly, in control SCNT embryos, H3K9me3 was strongly detected at the DAPI-dense regions preferentially localized near the nuclear membrane of pseudo-pronucleus (PPN), which is a PN-like structure formed in SCNT embryos at the 1-cell stage (Figure 1D). In contrast, mouse *Kdm4d* expression led to a global reduction of H3K9me3 signals in the PPN (Figure 1D), indicating effective demethylation of H3K9me3 by mouse KDM4D in the marmoset SCNT context.

Next, we assessed the developmental potential of the SCNT embryos. In the control, none of the embryos reached the blastocyst stage, as described above. In contrast, *Kdm4d* and TSA double-treated SCNT embryos developed to the blastocyst stage, at an efficiency of 14.5% per total PN stage embryos (Figure 1E; Table 1). Similar improvement was also observed using cumulus cells as donors, although the blastocyst rate (2.4%) was much lower than in fibroblasts (Table 1). Immunofluorescence staining of the resulting blastocysts revealed the presence of a NANOG-positive inner cell mass and CDX2-positive trophectoderm, confirming proper lineage segregation (Figure 1F). Furthermore, GFP fluorescence confirmed that the nuclear genome of these embryos originated from donor GFP-transgenic fibroblasts (Figures 1E and 1F). These results demonstrate that *Kdm4d* mRNA expression together with TSA treatment improves reprogramming and enables blastocyst formation from SCNT embryos in marmosets.

G9a inhibition further improves blastocyst quality and enables ntESC derivation

Since *Kdm4d* mRNA injection together with TSA treatment enabled the formation of morphologically normal blastocysts, we attempted to derive ESCs. Although the SCNT blastocysts initiated outgrowth, the expanded cells started to degenerate within a few days and failed to form colonies after passage (Figure 2D). This result suggested that residual epigenetic defects remain in SCNT embryos. Our preliminary data on embryo transfer of these SCNT embryos consistently failed to produce any live neonates (43 embryos were transferred to 27 recipient females in total).

We hypothesized that further epigenetic reprogramming might be necessary to improve embryo quality. Based on our recent findings in mice, we focused on a G9a/EHMT2 histone methyltransferase inhibitor (RK-701; G9ai) (Matoba et al., 2024), which reduces H3K9 methylation levels because of its highly specific inhibitory action on G9a (Nishigaya et al., 2023; Takase et al., 2023). We applied G9ai treatment to marmoset SCNT embryos in combination with *Kdm4d* mRNA and TSA treatment (Figure 2A).

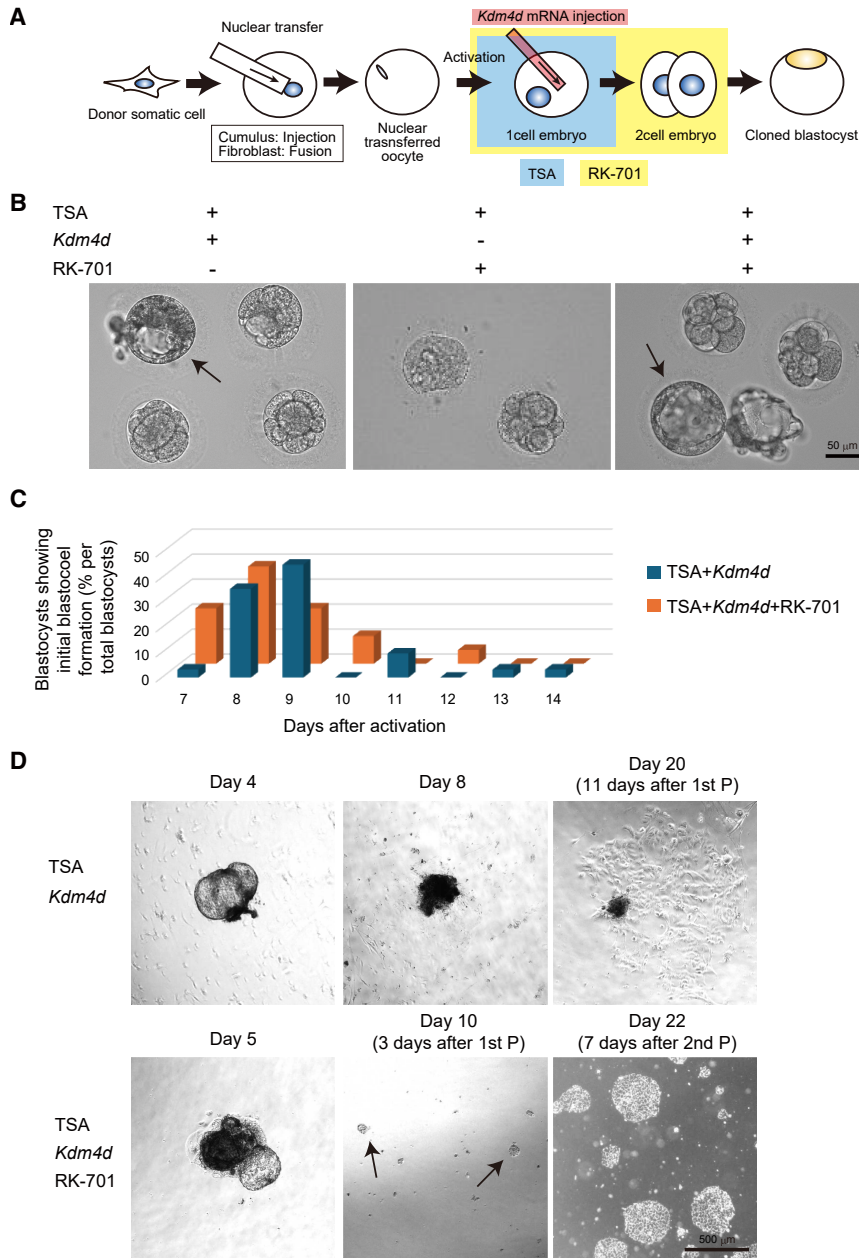

Figure 2. G9a inhibition improves the quality and yield of SCNT embryos

(A) Experimental scheme showing combination treatment of *Kdm4d* mRNA, TSA, and G9a inhibitor (RK-701).

(B) Representative morphology of SCNT blastocysts with or without G9a inhibitor treatment. Arrows indicate embryos that developed to the blastocyst stage. Scale bar, 50 μ m. (C) Timing of initial blastocoel formation.

(D) Timeline of ntESC colony outgrowth from SCNT blastocysts. Note that SCNT blastocysts treated with TSA and *Kdm4d* failed to form colony after passage. G9a inhibition enhanced the quality of SCNT blastocysts enabling ntESC derivation. 1st P and 2nd P represent first passage and second passage, respectively. Arrows indicate small colonies that appeared after passage. Scale bar, 500 μ m.

Although this combined triple treatment did not significantly improve the blastocyst formation rate of GFP-transgenic cloned embryos (14.9%; Table 1), the quality of the obtained blastocysts improved since the blastocoel formation speed, which is an indicator of developmental competency (Harada et al., 2020), was accelerated by this treatment (Figures 2B and 2C). When applied to WT fibroblast donors, the triple treatment protocol reproducibly yielded blastocysts at comparable efficiency (13.6%) to those from GFP-transgenic donors (Table 1).

We attempted to derive ntESCs from these blastocysts (Kishimoto et al., 2021). The SCNT blastocysts efficiently

attached to the dish bottom and expanded (Figure 2D). We successfully derived 3 ntESC lines from WT fibroblast donors and 4 lines from GFP-transgenic donors (Tables 1 and S1). All ntESC lines maintained the flat colony morphology of primed ESC state (Figures 3A and 3B) and sustained proliferation over multiple passages (more than 17 passages over a period of two months) (Figure S1A). These lines included both male XY and female XX chromosomal donor origins (Figures 3C and 3D; Table S1). Karyotyping revealed normal chromosomal content in all 7 lines at passage (P) 6, with one exception of line #54 showing a translocation abnormality [t(7p;15q)] after 11 passages

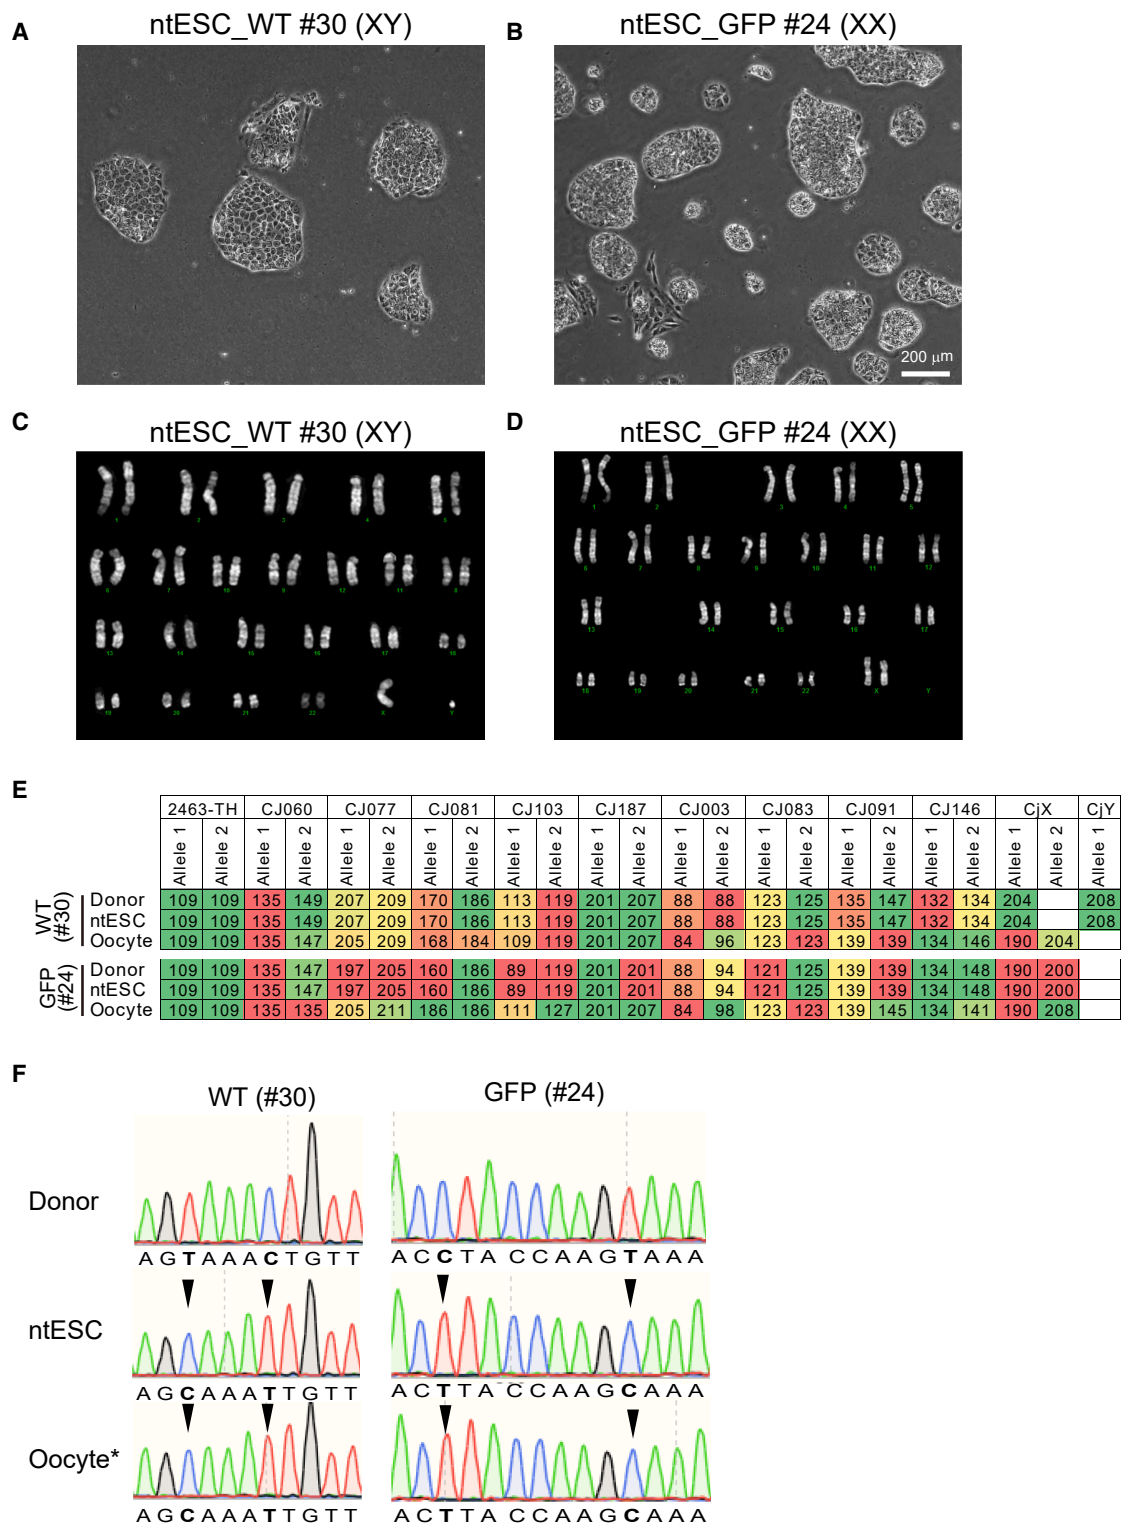

Figure 3. Derivation and genetic validation of ntESC lines

(A and B) Morphology of ntESCs derived from (A) wild-type (#30, XY) and (B) GFP-transgenic (#24, XX) fibroblasts. Scale bar, 200 μ m. (C and D) Karyotype of ntESCs derived from (C) wild-type (#30) and (D) GFP-transgenic (#24, XX) fibroblasts.

(legend continued on next page)

(Table S1). Together, these results demonstrate that G9a inhibition enhances SCNT embryo quality and enables the successful derivation of stable ntESC lines in the common marmoset.

Confirmation of nuclear and mitochondrial origins of ntESCs

To determine the nuclear genotype, we performed haplotype analysis by microsatellite markers. In ntESC WT line #30, the nuclear genotype of all 12 microsatellite markers matched that of the somatic donor fibroblasts but was distinct from the oocyte donor (Figure 3E). Similarly, all microsatellite markers of ntESC GFP line #24 matched donor somatic cells but not with oocytes (Figure 3E). These results confirmed successful replacement of the oocyte genome with the somatic donor nucleus. We also sequenced the mitochondrial D-loop region to assess cytoplasmic inheritance from recipient oocytes. The D-loop sequence of each ntESC line matched that of the recipient oocyte but was distinct from the somatic cell donor (Figure 3F), indicating cytoplasmic inheritance from the recipient oocyte. All seven ntESC lines analyzed showed consistent results, confirming that they truly were SCNT-derived ntESCs with somatic cell-derived nuclear genomes and oocyte-derived mitochondria. These findings confirm that the ntESC lines were authentically derived from SCNT embryos.

Characterization of ntESCs: Pluripotency and differentiation potential

Next, we assessed the pluripotency of ntESC lines using immunofluorescence and transcriptomic analyses. Immunostaining revealed uniform expression of key pluripotency markers, including NANOG, POU5F1, and SOX2 (Figure 4A), comparable to fertilization-derived ESCs (Kishimoto et al., 2021). To further examine gene expression profiles, we performed RNA sequencing (RNA-seq) on ntESCs, donor fibroblasts, and fertilization-derived control ESCs (*in vitro*-fertilized [IVF] ESCs and naturally fertilized [NAT] ESCs). Principal-component analysis (PCA) showed that ntESCs were transcriptionally distinct from donor fibroblasts and clustered closely with control ESCs (Figure 4B). While *DCN*, which is highly expressed in the donor fibroblasts, was completely silenced in the ntESCs, pluripotency-related genes such as *POU5F1* and *NANOG* were expressed in ntESCs at similar levels with control ESCs (Figure 4C).

To evaluate the differentiation potential of ntESCs, we induced embryoid body (EB) formation *in vitro*. Immuno-

staining of ntESC-derived EBs (ntEBs) with differentiation markers indicated that these ntESCs could differentiate into all three germ layers (Figures S1B and S1C). Comparative transcriptome analysis of ntESCs and their derivative ntEBs revealed consistent downregulation of pluripotency markers and upregulation of markers for all three germ layers, including the ectoderm, endoderm, and mesoderm in control EBs (Figure 5A). The general trend was similar in ntEBs of WT and GFP. However, we noted that pluripotent marker genes were not clearly downregulated upon differentiation in the ntESC GFP #24 line. Moreover, many of the differentiated lineage markers were unevenly expressed in ntEB, while these showed more consistent expression in control EB (Figure 5A). We also noticed that some of the differentiation markers were aberrantly expressed in undifferentiated ntESCs when compared to control ESCs: *PAX6* in ntESC GFP #24 and #54, *CFTR* in ntESC GFP #54, *GATA2* in ntESC WT #30, and ntESC GFP #50 (Figure 5A). In contrast, some ntESC lines showed preferential differentiation to a specific lineage; ectoderm differentiation was robust in ntESC #61 but less efficient in ntESC GFP #24. These results suggest lineage-biased or unstable pluripotent states in ntESCs.

We also performed teratoma formation assays by injecting ntESCs into the kidney capsule of immunodeficient mice. Teratoma was efficiently formed at 4–7 weeks after transplantation of ntESCs (Figure 5B). Histological analysis confirmed the presence of representative tissues of all three germ layers in the ntESC-derived teratoma (Figure 5C). Notably, endodermal and mesodermal tissues were well differentiated, whereas ectodermal components showed immature or degenerated features in ntESC GFP #24 line and even in control ESC #11 (Figure 5C). These results demonstrate that ntESCs derived from SCNT blastocysts possess pluripotent characteristics and differentiation capacity comparable to conventional ESCs, albeit with a line-dependent lineage bias in differentiation.

Identification of reprogramming-resistant genes for further improvement

Despite successful derivation of ntESCs, embryo transfer of the SCNT blastocysts generated by our optimized method failed to produce any neonates (12 embryos were transferred to 9 recipient females in total). Previous studies in mice, monkeys, and humans have reported that *Kdm4d*- or G9ai-boosted SCNT-generated embryos and ntESCs

(E) Microsatellite markers analyzed by PCR. Each number indicates the size (base pairs) of PCR product. Note that all microsatellite marker sizes of ntESCs are identical to those of donor cells but not with recipient oocytes.

(F) Mitochondrial D-loop sequencing of donor cells, ntESCs, and recipient oocytes. Shown are two positions in the hypervariable D-loop with single-nucleotide polymorphism differences between donor cells and recipient oocytes. See also Table S1.

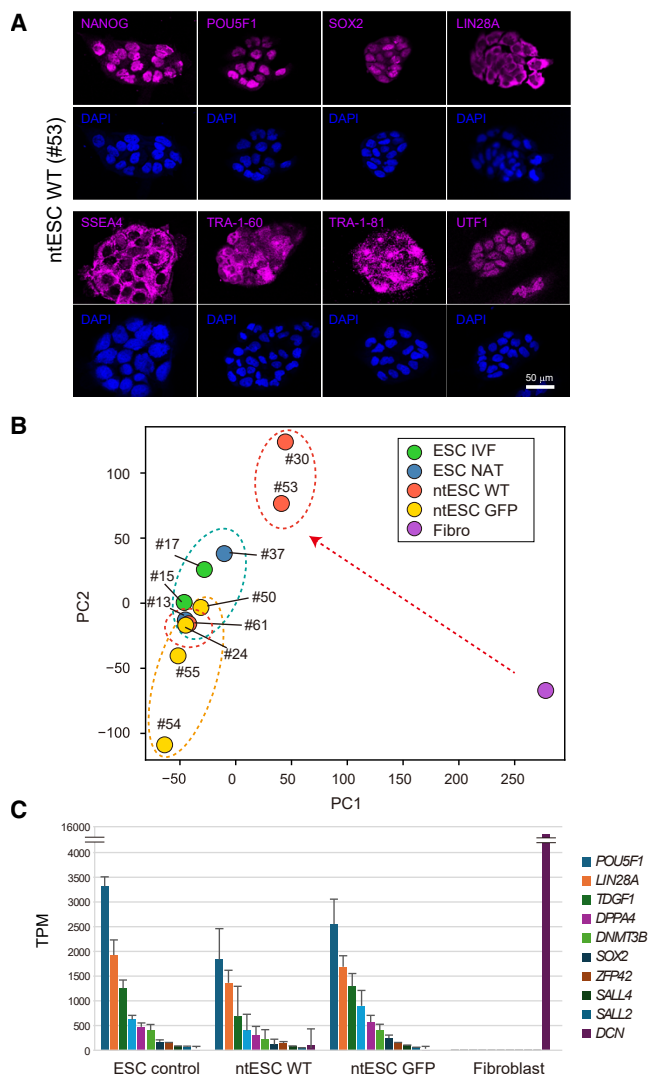

Figure 4. Pluripotency marker expression and transcriptomic profiling of ntESCs

(A) Immunofluorescence staining of ntESC WT for pluripotent marker proteins, NANOG, POU5F1, SOX2, LIN28A, SSEA4, TRA-1-60, TRA-1-81, and UTF1. Scale bar, 50 μ m.

(B) Principal-component analysis of transcriptome of ESC, ntESC, and donor fibroblasts. Note that ntESCs show close similarity with control ESCs, but not with fibroblasts (Fibro). Red dashed arrow represents reprogramming of donor WT fibroblasts to ntESC WT lines.

(C) Expression levels of pluripotency-related genes and fibroblast marker gene, DCN, in ESC, ntESC, and donor fibroblasts. Transcripts per million (TPM) values are shown. Error bars represent standard deviation. See also Table S2.

harbor additional epigenetic abnormalities (Chung et al., 2015; Liao et al., 2024; Matoba and Zhang, 2018).

To explore this possibility in marmosets, we analyzed the transcriptomes of ntESCs and ntEBs to identify genes that may have escaped full reprogramming through SCNT and

ntESC derivation processes. Differential gene expression analysis between ntESCs (WT and GFP) and fertilization-derived control ESCs revealed 752 upregulated and 350 downregulated genes in ntESCs (fold change >2) (Figure 6A; Table S2). Gene Ontology (GO) analysis of the upregulated 752 genes indicated significant enrichment for pathways related to embryonic development, such as “anterior/posterior pattern specification” and “embryonic skeletal system morphogenesis” (Figure 6B). Interestingly, these terms mostly consisted of a group of homeobox (*HOX*) genes including *HOX4A*, *HOXC5*, and *HOXC8*. Such upregulation of *HOX* genes was observed in a line-dependent manner, as only ntESC WT #30, ntESC WT #53, and ntESC GFP #50 showed widespread upregulation of these genes (Figure 6C). A similar line-dependent upregulation of *HOX* genes was observed in ntEBs (Figure S2; Table S3). We also found that genes termed “translation” were significantly enriched in the upregulated genes (Figure 6B). While genes in this category were mostly uncharacterized, they were all related to ribosomal protein variants such as 40S ribosomal protein S15-like (*RPS15-like: LOC108589403*) and 60S ribosomal protein L21-like (*RPL21-like: LOC118153695*) (Figure 6D).

In turn, GO analysis of the downregulated 350 genes indicated significant enrichment of immune response. These mostly consisted of immune-regulatory cytokines such as *CXCL1*, *CXCL2*, and *CXCL8*. Interestingly, despite widespread upregulation of ribosomal proteins as described above, some other ribosomal protein variants such as *RPL3-like (LOC103793262)* and *RPS2-like (LOC108592091 and LOC100394437)* were downregulated in ntESCs. These results suggest that although the global gene expression pattern of ntESCs resembles that of IVF-derived ESCs (Figure 4B), a subset of genes remains incompletely reprogrammed and may underlie the reduced developmental potential of SCNT embryos.

DISCUSSION

In this study, we established ntESC lines from common marmoset SCNT embryos using a combinatorial epigenetic enhancement protocol that included TSA treatment, *Kdm4d* mRNA injection, and G9a/EHMT2 inhibition. This strategy enabled the derivation of blastocysts and stable ntESC lines from both WT and GFP-transgenic donor cells, representing a significant breakthrough in overcoming the developmental arrest that has previously limited SCNT in marmosets. The ntESC lines displayed typical primed marmoset ESC morphology, expressed core pluripotency markers, and propagated over the long term. Karyotypes were largely stable across early passages, with only one line showing a structural rearrangement at a later passage.

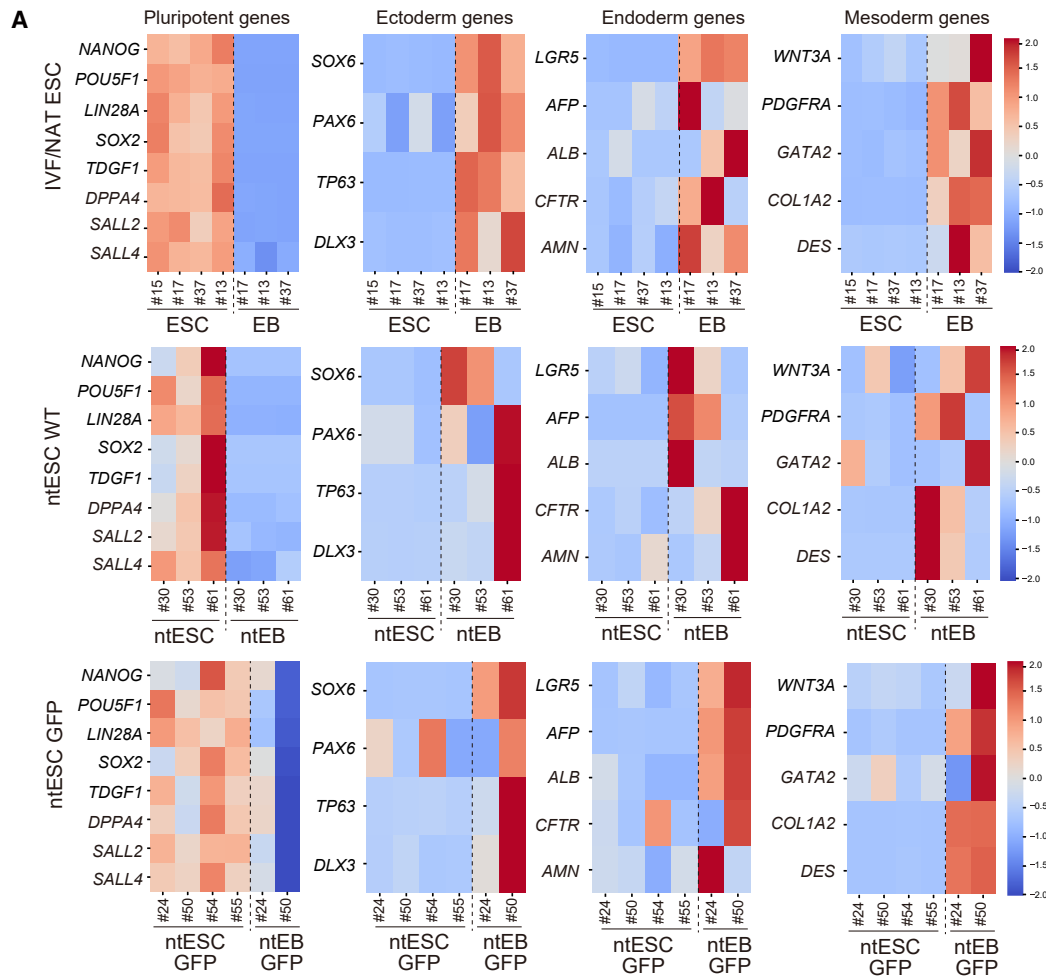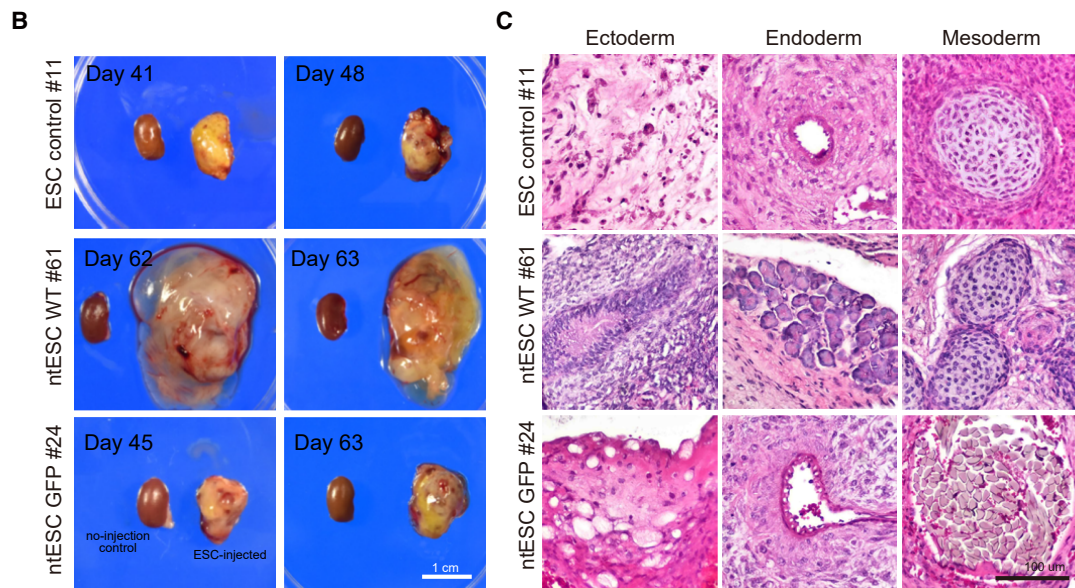

(legend on next page)

Nuclear microsatellite genotyping and mitochondrial D-loop sequencing verified that these cell lines act as bona fide SCNT-derived cell lines. Together, these data demonstrate that our optimized protocol reliably captures the donor nuclear genome in a pluripotent state.

How TSA, *Kdm4d*, and G9a inhibition act synergistically to improve reprogramming remains a key mechanistic question. Each of these agents targets distinct aspects of the repressive H3K9 chromatin landscape. TSA promotes global histone acetylation and chromatin accessibility, facilitating transcriptional reactivation after nuclear transfer (Kishigami et al., 2006). *Kdm4d* actively removes this repressive mark at key loci, including ZGA regions, thereby enhancing developmental gene expression (Matoba et al., 2014). G9a inhibition further reduces H3K9me2/3 levels by blocking the activity of a major H3K9 methyltransferase (Matoba et al., 2024). The combinatorial use of these agents may thus exert complementary effects. This multi-pronged approach, targeting H3K9 methylation, could allow more complete resetting of epigenetic memory and support more faithful reprogramming of somatic nuclei toward pluripotency.

Transcriptomic comparisons revealed notable differences between ntESCs and control ESCs, with some patterns being conserved across lines, while others appeared more line specific. Among the more variable changes, some ntESC lines exhibited precocious and clustered upregulation of HOX genes (Figure 6C), which are normally repressed in the pluripotent state and activated later during differentiation (Hubert and Wellik, 2023). Their aberrant activation in specific ntESC lines likely reflects incomplete silencing of somatic gene expression programs that were highly expressed in donor fibroblasts. Since these HOX genes are physically clustered in the genome, the phenomenon may also be influenced by regional epigenetic resistance to reprogramming, such as incomplete resetting of topologically associating domains (Lonfat and Duboule, 2015). Similarly, a subset of CXCL genes was downregulated in certain ntESC lines (Figure 6H), and these also tended to form genomic clusters. The presence of these expression clusters points to the importance of further studies on chromatin domain remodeling during reprogramming.

Interestingly, ribosome-associated genes showed a more consistent trend across ntESC lines (Figures 6D and 6G). Both up- and downregulation of genes encoding 40S and

60S ribosomal subunits were detected, suggesting widespread perturbation of the translational machinery. Notably, alterations in ribosomal gene expression have been implicated in a class of disorders known as ribosomopathies (Kang et al., 2021). Subtle imbalances in ribosome biogenesis and function can also affect stem cell lineage commitment and genome integrity via the p53 pathway (Zhou et al., 2015). The consistent dysregulation of ribosomal protein genes may reflect a common vulnerability of reprogrammed cells to defective ribosome homeostasis. Further investigation is warranted to determine whether ribosome-associated abnormalities contribute to the functional limitations of ntESCs in primates.

How the deposited data were processed for this re-analysis (not part of the article)

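RNA-seq libraries of 12 marmoset cultures at the stem cell stage (4 control ESC, 3 ntESC WT and 4 ntESC GFP lines and 1 donor fibroblast culture) and of 8 EB cultures (3 control EB, 3 ntEB WT and 2 ntEB GFP lines) were analysed. Control ESC lines from IVF and from natural fertilization were taken as 1 group, as in the study. Each line gave 1 library per stage, so that a replicate is a line, and lines of a group can share a donor animal, in which case the p-values measure only the spread between lines. That spread is estimated for each gene over all groups of a fit, so lines outside a comparison enter its p-values.

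The authors prepared stranded poly(A) libraries, sequenced 100-bp pairs on 2 models of sequencer, trimmed adaptors and low-quality bases with fastp (minimum length 20), mapped the reads to the marmoset genome calJac4 with STAR, keeping reads with 1 location and at most 1 mismatch, counted them per gene with featureCounts, in the versions that the methods name, and converted the counts to TPM with the sex chromosomes left out. The deposited values are TPM, and TPM is the only unit used here. Which sequencer read which library, the gene annotation and the strand setting of the counting are not given in the sources used here. Each library sums to 1000000 TPM, 0 genes were at 0 in every library, and no 2 libraries held identical values (highest correlation 0.9796 in the stem cell table and 0.9703 in the EB table). The 2 tables share 21184 genes, and levels were set across them because TPM is scaled within each library. TPM keeps no total depth, so the number of reads behind a value is unknown and no counting interval was computed. A depth relative to control #13 was estimated per table from the commonest ratio between values below 0.5 TPM. It was 0.744 in GFP #54, 0.807 in WT #30 and 0.808 in WT #53. The other ntESC lines had 0.871 to 1 and the control ESC lines 0.957 to 1.01. Among EBs it was 0.788 in GFP #24, 1.33 in GFP #50 and 0.995 to 1.04 in controls. No test was adjusted for it. Because reads with more than 1 location were dropped, near-identical copies, above all ribosomal protein-like LOC genes, are undercounted by an unknown amount.

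From the deposited TPM, log2(TPM + 0.1) was computed and tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) over genes with a mean of at least 0.5 TPM in the libraries of the fit, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Genes that the calJac240_pri annotation places on chromosome X or Y were left out. That annotation was used only for names and chromosomes: 19366 of the 22330 genes of the stem cell table matched it, and 3 genes were dropped. The 11 stem cell libraries formed 1 fit with 3 groups (16118 genes), the 8 EB libraries another (16621 genes), and all 19 a joint fit with 6 groups (16545 genes), in which contrasts of contrasts tested whether the EB response of ntESCs differed from that of control ESCs. The 2-fold rule of the study was applied to group means with a pseudocount of 0.001. Other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

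These choices, the settings to compare them with, the rule for named genes and 24 gene lists were set before the data were examined. The lists, written from textbook knowledge, were pluripotency, naive pluripotency and preimplantation, fibroblast, neural ectoderm, surface ectoderm, endoderm, mesoderm, amnion and trophoblast, HOX, canonical ribosomal proteins, translation factors, ribosome biogenesis, p53 targets, chemokines with cytokines and their receptors, NF-kB targets, interferon-stimulated, imprinted, germline, H3K9 methylation machinery, hypoxia and glycolysis, stress and immediate early, proliferation, mitochondrially encoded, and clustered protocadherins. Each was tested with camera at a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with the correlation estimated from the data. No list passed in any comparison with the estimated correlation. Not even the pluripotency genes in control EBs against control ESCs passed there, although nearly all of them fell. With so few libraries that setting has little power, and a failure in it does not decide against a call by itself. Estimated correlations can lie far above the preset (0.8417 for HOX in ntESC WT), so p-values at the preset may be too small. With fry, which tests whether the genes of a list move, on balance, one way or in either direction and does not compare the list with other genes, no list passed in 1 direction between the groups of stem cell lines. The camera calls between these groups therefore rest on the preset correlation. In either direction several did. In ntESC WT they included the fibroblast, chemokine, NF-kB, interferon-stimulated, canonical ribosomal protein, imprinted and H3K9 methylation lists (adjusted p = 0.0169 to 0.0269 from fry). Enrichment among the genes of the 2-fold rule was tested with Fisher's exact test over 22301 genes read in any of the 11 stem cell libraries.

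Named genes are those of the text of the study and of its Figs. 4C, 5A, 6C, 6D, 6G and 6H, the 8 genes with the largest change in each direction among those that passed with no overlap between libraries (where fewer than 5 passed, those and the 5 smallest p-values), and up to 4 members with the smallest p-values per list. The values of LOC103793262 and LOC108589403 in the supplementary tables were visible when the rule was written. Genes named outside the rule, such as those listed as raised in a line, were chosen after their values were seen. A gene was called raised in a line at 1 TPM or more and over 2 times the highest control line, with 0.1 added, and this was also applied to each control line against the others. The readable copies of Tables S2 and S3 are shortened, so no set was taken from them.

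The limma fits were tested on simulated data with 200 genes changed. Each gene was drawn independently, with equal spread in all groups, so patterns shared by lines are absent and the shares may not hold for the real libraries. Of the genes changed 2-, 4- and 8-fold, 43.3%, 67.2% and 80.3% were recovered for ntESC WT against control ESC, 53.7%, 79.1% and 92.4% for ntESC GFP against control ESC, and 4.48%, 29.9% and 63.6% for ntEB WT against control EB, with 3.28% to 8.54% of calls false over all comparisons. Line numbers pair the stem cell and EB libraries, since both come from the same cell line. The deviations of an EB library from its group correlated with those of the stem cell library of its line at 0.0352 (#13), 0.134 (#37), 0.256 (#17), 0.117 (#30), 0.260 (#53), 0.213 (#61), −0.0841 (#24) and 0.318 (#50), and the fit with the line as a block was run beside the main one. Other pseudocounts, filters, quantile normalization, a minimum fold, each line left out in turn and the 2-fold rule with other settings were also tried.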

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

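The tests of explanations for the 3 patterns below were chosen only after the result was seen.

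The first pattern is the set of HOX genes raised in ntESC WT #30, WT #53 and GFP #50. Of 39 pairs of raised HOX gene and line in WT #30 and WT #53, 20 lay over 2 times the level of the fibroblast library, which is of a wild-type donor, and this argues against transcripts kept from the donor fibroblasts as the source of those, while for the 19 within the fibroblast level it stays open, since the same genes are high in the donor. Fibroblast cells in the cultures would bring their abundant transcripts: the median share of fibroblast RNA needed was 32.7% in WT #30 and 46.8% in WT #53 for those raised HOX genes that reach 1 TPM in the fibroblasts (6 of 14 and 16 of 25), and 1.17% and 1.39% for abundant fibroblast transcripts (at most 4.76%, DCN in WT #30, and 5.69%, COL5A1 in WT #53), which argues against such cells as the whole source. Lineage markers were raised in both lines, 12 in the lower of them against at most 6 elsewhere, which is consistent with differentiating cells in the culture, where HOX genes are switched on. In GFP #50 only 2 lineage markers were raised, fewer than the 6 of control #37, so that incomplete silencing and a small share of differentiating cells cannot be told apart there, because no library separates them.

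The second pattern is the pair of RPS2-like genes that is read at control level in ntESC WT #30 and near 0 in the other ntESC lines. All 8 lines with both stages kept their state, over or under 10 TPM of LOC100394437, from stem cell to EB (exact p = 0.0143). An allele or copy carried by the line, visible only through reads that map to it uniquely, would keep its state. A lasting loss of expression on nuclear transfer would do so too, so this test cannot tell the explanations apart. RPS2, the gene that LOC100394437 resembles, was lowest in control #17 at both stages (1261 and 1099 TPM), the line with the highest LOC100394437. The fibroblast library, of a wild-type donor, read 0.664 TPM of LOC100394437, and 1 library excludes neither explanation. Loss of expression on nuclear transfer stays open, since 1 of 7 ntESC lines was at control level, and the control lines come from other animals than the donors, so donor genotype and nuclear transfer cannot be told apart for these genes.

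The third pattern is the retention of pluripotency genes in ntEB GFP #24. An undifferentiated culture under the EB label is argued against by 12 lineage markers that stood over 2 times the highest of all stem cell libraries, among them ACTA2, APOA1, COL1A2, DES, FGB and SERPINA1. No pluripotency gene (0 of 27) fell over 8-fold below the stem cell library of the line, against 16 to 21 in the other EB lines, which is consistent with undifferentiated cells left among differentiated ones. The EB library of #24 had a Spearman correlation of 0.908 with its own stem cell library and 0.858 with the other EB libraries. No biological explanation for the difference from #50 was tested, since each has 1 library.

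In groups of 4 lines, 71 groups were examined for 1 line far from the rest and 11 were found, where chance gives about 1 in 20 (3.55) for normal values. TPM near 0 does not vary that way. Where all lines but 1 read 0, that line is always found, as for HOXC8 in both groups and LOC100394437 in GFP. The 11 can therefore not be read as an excess over chance. GFP #50 stood apart with a median log2 deviation of the HOX list of 2.07 from the control mean (other GFP lines −1.19 to −0.748), with 97.0 TPM of DCN (0.833 to 2.34), 0.581 of HOXA4 (0 to 0.0977), 0.607 of HOXC8 (0 in the others) and 0.269 of LOC100394437 (0 in the others). Control #37 stood apart for the p53 targets (0.411, others −0.141 to −0.056), the hypoxia and glycolysis genes (0.186, others −0.092 to −0.054) and HOXC8 (0.219 TPM, 0 in the others). Control #13 stood apart for the NF-kB targets (0.498, others −0.276 to −0.144), control #17 for LOC100394437 (581 TPM, others 278 to 301), and GFP #54 for the imprinted genes (0.447, others 0.003 to 0.078).

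The EB response differed between GFP and control lines in 3 genes by limma: CCNJL (3.85), the peptide transporter gene SLC15A2 (3.27) and the transferrin gene TF (2.98), each with an adjusted p of 0.0402 and a smaller fall or larger rise in ntEB GFP, and each lost without 15 of the 19 libraries left out in turn (adjusted p up to 0.226). The count was 2684 without ntEB GFP #50, which leaves 1 ntEB GFP library, 578 without ntEB WT #61, which keeps both, and 0 in the 16 libraries of lines with both stages, with the line as a block or without it (the latter chosen only after the result was seen).

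Members of lists that the paper does not analyse passed when adjusted over the list alone: 19 canonical ribosomal protein genes in ntESC GFP and 23 in the mean of WT and GFP, and 10 germline genes between WT and GFP.

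Other splits of the same lines show what the counts of genes give without the real groups. For ntESC GFP against control ESC, 71 genes were called and at most 1 in any other of the 35 splits (1 split as large). That is a share under 0.05 and the smallest that 35 splits can give. A small share does not name a cause: passage range and animals also differed between ntESC and control lines. The sequencer of each library is not given. For the mean of WT and GFP, 34 genes were called and 2 of 100 splits gave as many, a share under 0.05. The highest other split gave 91, however, and points to a structure of the samples that the groups do not follow. For ntESC WT against control ESC, 15 genes were called and another split, which set control #37 with WT #30 and #53, gave 1079 (2 of 35 as large), and for WT against GFP 89 were called and the split of WT #30, WT #53 and GFP #50 from the rest gave 1419 (2 of 35), so chance is not excluded for either, and both values point to a structure of the samples that follows WT #30 and WT #53 more than the groups. For control EB against control ESC 9370 genes were called and at most 5739 in another of 35 splits (1 as large), again the smallest share possible. The splits were too few for a share under 0.05 for ntEB WT against control EB (1 gene, highest other 1, 2 of 10 as large), for ntEB WT against ntESC WT (7679, highest other 322, 1 of 10), and for the difference of the WT response (0 genes, highest other 1, 20 of 20). Under the 2-fold rule, 31 of 100 splits gave at least 752 higher genes (highest 1395), 89 gave at least 350 lower genes (highest 1570), and in EBs 5 gave at least 2433 higher (highest 3541) and 50 at least 896 lower (highest 3724), so chance is not excluded for these counts.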

How the results depend on the processing

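The tests without WT #30 and #53, without these and GFP #50, without line #24 at both stages, and on the 16 libraries of lines with both stages without a block were chosen only after the result was seen. TPM gives depth only relative to another library, so the effect of depth on precision is unknown. No cause of the changes below was tested beyond the fewer lines or genes of a setting.

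Of 111 results for named genes, 56 kept direction and side of the threshold under all settings, and of 34 results for lists 2 did (over all settings, genes: 2009 kept, 337 weaker, 17 stronger; lists: 619 kept, 76 weaker, 9 stronger, 10 reversed).

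With a pseudocount of 0.001, 44 genes changed in ntESC GFP, 22 in the mean of WT and GFP and 2 in ntEB WT against control EB, and the EB response differed in 2 genes for WT and 26 for GFP. With a pseudocount of 1, ntEB GFP against control EB gave 1 and the GFP response 5. With at least a 2-fold change, 44 (GFP), 21 (mean) and 3181 (ntEB GFP against ntESC GFP) passed. Quantile normalization gave 0 for ntEB WT against control EB and 1 for the GFP response, whose median over all genes it moved by −0.233, and no filter and a filter of 1 TPM each gave 0 for the latter. The fit with the line number as a replicate block, pairing the stages of a line, holds only the 16 libraries of lines with both stages (without control ESC #15, ntESC GFP #54 and #55). In it 2089 genes changed in ntEB GFP and 0 in the GFP response, and on the same libraries without the block 1986 and 0, so the fall of both counts comes with the libraries left out. In the GFP response the fibroblast (adjusted p = 0.0200 with and 0.239 without the block), neural ectoderm (0.0462 and 0.165) and germline (0.0462 and 0.0235) lists passed with the block. In the WT response the NF-kB list passed (0.0108 and 0.0328) and the p53 (0.104 and 0.0520), chemokine (0.172 and 0.0502) and hypoxia (0.104 and 0.0375) lists did not. Neither fit changed another count by over 1.5 times.

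Without WT #30 and #53, WT is the single line #61, assumed to vary like the other groups. Then 138 genes changed in GFP, 25 between WT and GFP and 0 in the GFP response. Without these and GFP #50, 18 changed in the mean, 14 between WT and GFP, and 775 were lower under the 2-fold rule. Without line #24, which leaves 1 ntEB GFP library, the GFP response gave 1. Lists changed direction without WT #30 and #53, and also without GFP #50: HOX in WT (adjusted p = 0.0217 and 0.0054) and the mean (0.0423 and 6.5e-04), pluripotency in WT (0.763 and 0.785) and the mean (0.944 and 0.784), and germline in WT (0.861 and 0.813). The HOX list of the mean was also called without control #17 (0.0344), control #37 (0.0489) or WT #61 (7.1e-04) and with a pseudocount of 1 (0.0294).

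Under the 2-fold rule, 195 higher and 135 lower genes remained with a pseudocount of 0.1, 44 and 46 with 1, and 177 and 94 with a mean of at least 0.5 TPM, and in EBs 1331 and 591, 376 and 274, and 1139 and 447. HOX enrichment gave an adjusted p of 1 with a pseudocount of 0.1 and 0.0359 with a mean of at least 0.5 TPM. Scaling each gene put the ratio of the distance between ntESCs and control ESCs to that between ntESCs and fibroblasts at 0.458 (0.375 unscaled). At over 3 times the highest control, 22 pairs of lineage marker and line were raised, not 38, and the spread of markers of at least 1 TPM differed by 1.19.

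With 1 line left out in turn, the lowest and highest counts were 9 and 2900 (WT), 19 and 118 (GFP), 8 and 380 (mean), 31 and 4227 (WT against GFP), 0 and 126 (ntEB WT against control EB), 0 and 575 (ntEB GFP against control EB), 8108 and 10224 (control EB against ESC), 6274 and 8189 (ntEB WT against ntESC WT), 563 and 7055 (ntEB GFP against ntESC GFP), 0 and 847 (WT response) and 0 and 2684 (GFP response). The highest came without ntESC WT #61 between groups of stem cell lines, and in the others without ntEB #61 (WT and controls), #50 or #24 (GFP), where the 1 ntEB GFP library left is assumed to vary like the other groups. Under the 2-fold rule they were 638 and 1058 higher and 349 and 420 lower in ntESCs, 1717 and 3062 higher and 763 and 1675 lower in ntEBs. The spread of lineage markers lay between 0.447 and 1.29 and passed in none, but fewer lines leave fewer splits, which raises the permutation p by itself.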

Differences from the paper's values

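The counts of 752 higher and 350 lower genes in both ntESC groups match the paper's. Of the alternatives set before the data were examined, medians in place of means, genes of X and Y kept and each line left out in turn gave counts within 1.5 times of the paper's, and pseudocounts of 0.1 and 1 and a mean of at least 0.5 TPM did not (195, 44 and 177 higher, 135, 46 and 94 lower). POU5F1 in control ESCs, 3447 TPM, lies near the paper's about 3300 in Fig. 4C, read by eye.

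The paper states that DCN was completely silenced in ntESCs. It was at 808 TPM in WT #30, 454 in WT #53 and 97.0 in GFP #50, all above every control ESC line (6.72 to 93.8), and at 0.833 to 3.22 in the other 4 ntESC lines, against 16074 in the fibroblasts.

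The paper names PAX6 as aberrantly expressed in ntESC GFP #24 and #54. PAX6 read 0.0397 and 0.0713 TPM there and 0.0681 in control ESC #37. It names GATA2 in ntESC GFP #50, which read 34.9 TPM within the control range of 21.2 to 37.6, while GATA2 in WT #30 (200) and CFTR in GFP #54 (3.67) stood above every control line, as the paper states.

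The paper states that pluripotency genes were at similar levels in ntESCs and control ESCs. No gene of the list passed limma, but in WT 3 of 27 were lower when adjusted over the list alone and NANOG was at 131 TPM in WT #30 against 571 to 791 in the control lines.

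The paper calls HOX4A (taken here as HOXA4), HOXC5 and HOXC8 upregulated in ntESCs. In the lines it names they stood at 0 to 3.39 TPM, and no HOX gene passed limma in either ntESC group. The lines it names are those with raised HOX genes here (14, 25 and 6 genes).

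The paper calls genes of ribosomal protein variants upregulated and CXCL1, CXCL2 and CXCL8 downregulated. The group means differ in those directions, but of the 16 genes of Fig. 6D 7 were tested and 0 passed, and none of the 3 chemokine genes passed limma over all genes. No canonical ribosomal protein gene was among the 752, but the paper ties its translation term to uncharacterized variants. The chemokine list as a group was lower for the mean of WT and GFP (adjusted p = 0.0493 from camera), in the direction that the paper states. That call was lost without any 1 of 6 lines (0.0594 to 0.121). With an estimated correlation its adjusted p was 0.554, a setting in which no list passed in any comparison.

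The paper calls the RPS2-like genes LOC100394437 and LOC108592091 downregulated in ntESCs. In WT #30 they read 324 and 53.2 TPM, within the control ranges (278 to 581 and 41.1 to 105), and in the other 6 ntESC lines at most 0.666.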

Other observations

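The test without WT #30 and #53 was chosen only after the result was seen.

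The germline gene PIWIL1 was higher in every ntESC GFP line than in any ntESC WT line. PIWIL1, a piRNA pathway gene, was at 24.2 ± 4.96 TPM (SD, n = 4) in ntESC GFP, 3.13 ± 2.04 (n = 3) in ntESC WT and 7.79 ± 2.29 (n = 4) in control ESCs, −3.12 in WT against GFP on the log2 scale (standard error 0.41, adjusted p = 0.00822), a call kept without each line in turn (adjusted p at most 0.0410). Without WT #30 and #53 it was −2.16 (standard error 0.37, adjusted p = 0.102), with WT then the single line #61 and its spread taken from the other groups. The naive and preimplantation list was higher in GFP than in control ESCs (13 genes, 0 past the test, 0 adjusted over the list alone, median 0.74, adjusted p = 0.0365 from camera, adjusted p = 0.914 with an estimated correlation), mostly through GFP #54 (2.308), since control #13 (0.986) was above GFP #24 (0.135), GFP #50 (0.081) and GFP #55 (0.638), and WT #61 (0.475) above the first 2. KLF17 was at 11.9 ± 7.47 TPM in GFP, 0.725 ± 0.768 in WT and 3.88 ± 5.32 in control ESCs (adjusted p = 0.291 for GFP). In WT the surface glycoprotein gene THY1 fell from 36.5 ± 16.4 to 6.35 ± 2.84 TPM (−2.49, standard error 0.35, adjusted p = 0.0279, lost without 6 of the 11 lines left out in turn, up to 0.179). Some unnamed genes marked a donor group at both stages: LOC100401954 was at 110 ± 12.0 TPM in ntESC GFP against 2.66 ± 0.989 in control ESCs (adjusted p = 4.17e-06) and at 115 and 128 TPM in the GFP EBs, and LOC118142887 at 8.05 ± 3.97 in ntESC WT against 187 ± 55.2 in control ESCs (adjusted p = 5.6e-04). In the mean of both groups MYADM fell by 0.65 (standard error 0.10, adjusted p = 0.0356), WASF1 by 0.77 (standard error 0.13) and CDC7, a replication kinase gene, rose by 0.58 (standard error 0.10, adjusted p = 0.0427), each a call lost without most of the lines left out in turn (adjusted p up to 0.170).

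EB formation changed further groups of genes. Interferon-stimulated genes rose (15 of 16 in control EBs, 14 in ntEB WT and 12 in ntEB GFP, adjusted p = 4.5e-10, 2.2e-10 and 3.0e-09), with ISG15 at 75.1 ± 51.5 TPM (n = 3) in control EBs. Canonical ribosomal protein genes rose (54 of 74 in control EBs, 50 in ntEB WT and 25 in ntEB GFP, while 1 fell in control EBs and 1 in ntEB GFP), and ribosome biogenesis genes fell (24 of 25 in control EBs, 23 in ntEB WT and 22 in ntEB GFP). None of these lists passed with an estimated correlation (adjusted p = 0.578 in control EBs, 0.423 in ntEB WT and 0.369 to 0.381 in ntEB GFP). In ntEB WT against control EB the proliferation genes were lower (median −0.47, adjusted p = 1.2e-04, by line −0.90 in #30, −0.41 in #53 and −0.09 in #61), and in ntEB GFP the mitochondrially encoded genes (median −0.50, adjusted p = 0.0124, by line −0.485 in #24 and −0.464 in #50, but also −0.513 in control EB #13) and canonical ribosomal proteins (median −0.16, adjusted p = 6.1e-07) were lower, while 0 members passed over all genes in either comparison and no list passed with an estimated correlation (adjusted p = 0.835, 0.784 and 0.722). The ribosomal list was lower in GFP #24 alone (median −0.36, against 0.03 in #50). After quantile normalization the median of all genes in ntEB GFP against control EB moved by −0.224, more than the ribosomal median.

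In the mean of WT and GFP against control ESCs, other lists did not pass: p53 targets (17 genes, adjusted p = 0.464), hypoxia and glycolysis (16, 0.967), proliferation (20, 0.666), mitochondrially encoded (13, 0.788), clustered protocadherins (2, 0.666), fibroblast (19, 0.666), neural ectoderm (3, 0.796), amnion and trophoblast (12, 0.666), interferon-stimulated (12, 0.0707), HOX (21, 0.203) and naive pluripotency (13, 0.666). At most 1 gene of each of these lists passed when adjusted over the list alone. For the fibroblast, neural ectoderm and hypoxia lists the median was above 0 and the camera direction lower, and for the amnion list the reverse.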
